# E4BP4 in macrophages induces an anti-inflammatory phenotype that ameliorates the severity of colitis

**DOI:** 10.1038/s42003-024-06099-4

**Published:** 2024-05-07

**Authors:** Yasuko Kajimura, Akihiko Taguchi, Yuko Nagao, Kaoru Yamamoto, Konosuke Masuda, Kensuke Shibata, Yoichi Asaoka, Makoto Furutani-Seiki, Yukio Tanizawa, Yasuharu Ohta

**Keywords:** Mechanisms of disease, Circadian rhythms, Mucosal immunology

## Abstract

Macrophages are versatile cells of the innate immune system that work by altering their pro- or anti-inflammatory features. Their dysregulation leads to inflammatory disorders such as inflammatory bowel disease. We show that macrophage-specific upregulation of the clock output gene and transcription factor E4BP4 reduces the severity of colitis in mice. RNA-sequencing and single-cell analyses of macrophages revealed that increased expression of E4BP4 leads to an overall increase in expression of anti-inflammatory genes including *Il4ra* with a concomitant reduction in pro-inflammatory gene expression. In contrast, knockout of E4BP4 in macrophages leads to increased proinflammatory gene expression and decreased expression of anti-inflammatory genes. ChIP-seq and ATAC-seq analyses further identified *Il4ra* as a target of E4BP4, which drives anti-inflammatory polarization in macrophages. Together, these results reveal a critical role for E4BP4 in regulating macrophage inflammatory phenotypes and resolving inflammatory bowel diseases.

## Abstract (web summary)

The authors show that the transcription factor E4BP4 mediates the production of anti-inflammatory components that reduce the magnitude of intestinal inflammation in mice.

## Introduction

Macrophages are the central mediators of intestinal immune homeostasis. They regulate inflammation by performing both pro-inflammatory and anti-inflammatory functions^1^. Imbalance between pro- and anti-inflammatory functions leads to prolonged excessive immune activation and intestinal autoimmune diseases, such as inflammatory bowel disease (IBD)^2^. Macrophages are also involved in the interaction between the gut microbiota and IBD^3^. The causal relationship between macrophage malfunction and the resolution of intestinal inflammation, and also the altered monocyte–macrophage differentiation observed in patients with IBD, highlight macrophages as promising therapeutic targets for IBD^4^.

A variety of transcription factors have been implicated in the regulation of pro-inflammatory/anti-inflammatory polarization. For example, IRF5 promotes pro-inflammatory polarization^5^, while CREB and ELF4 drive the expression of anti-inflammatory-related genes^6,7^. More recently, the transcriptional cofactor YAP has been reported to be involved in the pro-inflammatory/anti-inflammatory switch (i.e., acting on both pro-inflammatory and anti-inflammatory functions) by suppressing the expression of anti-inflammatory-related genes and increasing the expression of pro-inflammatory-related genes^2^. However, detailed mechanistic insights underlying the regulation of the pro-inflammatory/anti-inflammatory phenotype, and how this is affected in the development of IBD, are still not fully understood.

E4BP4, encoded by *Nfil3*, was initially identified as a transcriptional activator capable of binding to an activating transcription factor (ATF) DNA consensus sequence site^8^. It was subsequently discovered that E4BP4 is a member of the family of clock output genes that generate both behavioral and physiological rhythms^9^. E4BP4 has also been implicated in the development of immune cell lineages such as natural killer cells and T cells^10–12^, and we have shown that E4BP4 plays metabolism-regulating roles in pancreatic beta cells and hepatocytes^13–15^. Further, an in silico analysis identified a binding site for E4BP4 in a SNP, rs7234029, which is associated with human IBD^16^, and global E4BP4-knockout mice develop colitis with lymphocytes playing a central role^17^. E4BP4 is also induced by the microbial stimulant Lipopolysaccharide in cultured bone marrow-derived myeloid cells, and E4BP4 suppresses the expression of IL12B, a major pro-inflammatory cytokine^18^. However, the role of E4BP4 in macrophages or as a regulator of intestinal immune homeostasis remains unknown.

In this study, we show that E4BP4-expressing macrophages ameliorate the severity of Lipopolysaccharide-induced colitis, resulting in the sustainment of microbiome diversity with beneficial probiotic bacteria. RNA-sequencing (RNA-seq) and single-cell analysis shows that E4BP4 guides macrophage polarization toward an anti-inflammatory phenotype. We show that E4BP4 binds the *Il4ra* gene, which promotes anti-inflammatory properties, and enhances *Il4ra* expression and chromatin accessibility to ELF4, a transcription factor that suppresses inflammation. These data demonstrate that E4BP4 plays a pivotal role in the phenotypic determination of macrophages and in the severity of intestinal inflammation.

## Results

### Mononuclear phagocyte lineage-specific E4BP4 upregulation reduces the severity of dextran sulfate sodium (DSS)-induced colitis

To examine the role of E4BP4 in macrophages, we generated transgenic mice (M-E4BP4) expressing E4BP4 under the control of the mononuclear phagocyte lineage-specific mouse *Csf1r* promoter (Supplementary Fig. 1a). This approach aims to replicate a more physiological condition, considering previous reports demonstrating the influence of E4BP4 on differentiation in NK cells and its upregulation during inflammation^10,19^. Real-time RT-PCR confirmed a threefold increase in *E4bp4* mRNA in the macrophages isolated from spleen of M-E4BP4 mice compared with those from wild-type (WT) littermates, but not in other cell types (Supplementary Fig. 1b, c).

We used a model of colitis induced by DSS, which induces epithelial damage allowing intestinal bacteria to invade the injured mucosa, leading to sustained mucosal inflammation^20^. This inflammation is characterized by increased macrophage infiltration and excessive production of inflammatory cytokines, enhancing the destructive effect and exacerbating colitis^21^. Although anti-inflammatory macrophages suppress colitis, the main mechanism is not fully elucidated. Nevertheless, reports suggest that alterations in M2 macrophage levels can worsen or improve colitis, indicating that anti-inflammatory macrophages likely ameliorate DSS colitis through complex mechanisms^22,23^.

Mice were first administered 2% (weight per volume) DSS dissolved in drinking water for 7 days (acute phase), followed by regular water starting on day 8 until the end of the experiment on day 14 (recovery phase) (Fig. 1a). Substantial weight loss was induced by DSS to a similar degree in both WT and M-E4BP4 mice during the acute phase (Fig. 1b). Following DSS withdrawal, the body weight and disease activity index (DAI) significantly improved in M-E4BP4 mice compared with their WT littermates by day 13 and 14 (Fig. 1b, c), respectively. A shorter colon length is considered a hallmark of experimental colitis^1,20^. Consistent with improved DAI, the M-E4BP4 mice had significantly longer colon lengths compared to WT on day 14 (Fig. 1d, e).

**Fig. 1:**
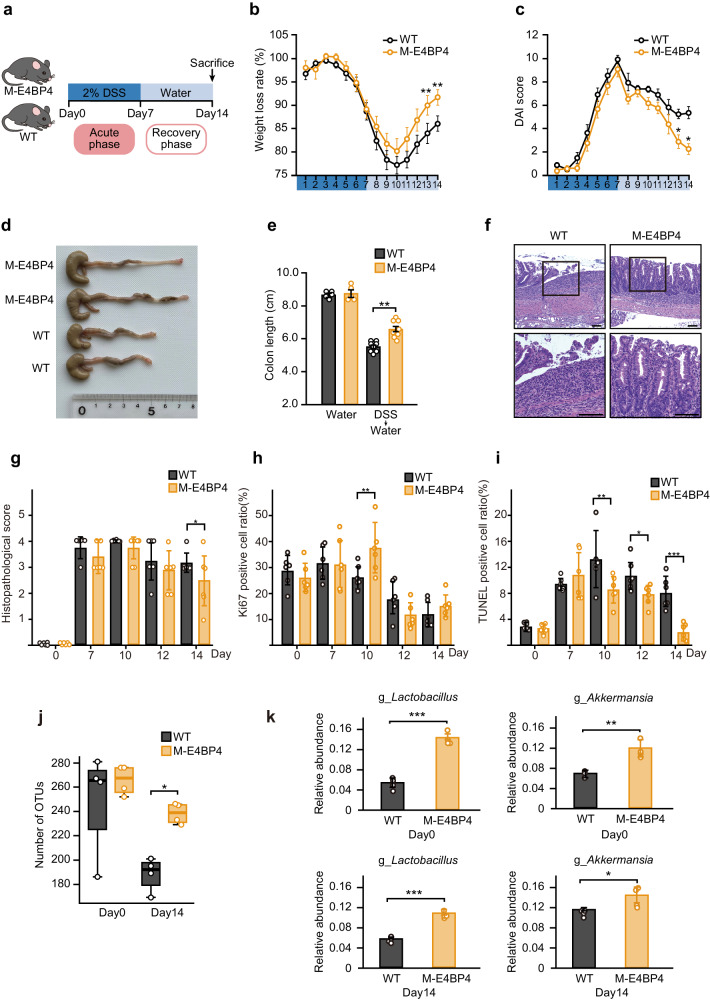
Macrophage-specific E4BP4 upregulation reduces the severity of dextran sulfate sodium (DSS)-induced colitis. **a** Experimental timeline for the induction of colitis in mice. Mice were administered 2% (weight/volume) DSS in drinking water for 7 days to induce colitis, followed by regular drinking water for 7 days for recovery. **b**, **c** Daily time courses of body weight change and disease activity index (DAI) (*n* = 8). **d** Representative images of DSS-administered WT and M-E4BP4 mice colons on day 14. **e** Colon length on day 14 with and without 7 days’ DSS treatment (water: *n* = 5, DSS + water: *n* = 8). **f** Representative images of the H&E-stained longitudinal colonic sections on day 14. Scale bars: 100 μm. **g**–**i** Histological score, Ki67, and TUNEL staining on days 0, 7, 10, 12 and, 14 (*n* = 6). **j** Alpha diversity of stool samples (*n* = 4). The line inside the box represents the median, while the whiskers represent the lowest and highest values within the 1.5 interquartile range (IQR). OTU operational taxonomic unit. **k** The relative abundances of genus *Lactobacillus* and *Akkermansia* in each individual sample obtained from the LEfSe analysis (*n* = 4). All values are expressed as means, error bars reflect SD. Significance was determined by two-way repeated-measures ANOVA, followed by Tukey’s post-test (^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001).

We further evaluated tissue damage in DSS-induced colitis by analyzing tissue sections stained with hematoxylin and eosin (H&E). M-E4BP4 mice had less inflammation and tissue damage than WT at day 14 (Fig. 1f, g). Examination of proliferation markers (Ki67) and apoptosis markers (TUNEL) showed an increase in Ki67 positive cells at 10 days and a decrease in TUNEL-positive cells at 10, 12, and 14 days in M-E4BP4 mice compared to the WT (Fig. 1h, i and Supplementary Fig. 1d). These findings suggest that M-E4BP4 mice have less damage in their intestinal tract and/or may begin to repair it earlier in the recovery phase. Gut microbiota is closely linked to intestinal inflammation, and reduced microbiome diversity has been reported not only in the DSS-induced colitis model but also in human IBD such as Crohn’s disease^24,25^. Fecal microbial characterization by 16 S rRNA-amplicon sequencing showed that DSS-induced colitis (day 14) in WT dramatically reduced microbiome diversity as shown previously (Fig. 1j and Supplementary Fig. 1e–g)^24^. Notably, it was observed that the relative abundance of *Lactobacillus* sp. and *Akkermansia* sp. was higher throughout pre- and post-DSS administration (Fig. 1k and Supplementary Fig. 1h). *Lactobacillus* sp. and *Akkermansia* sp. are reported to play a protective role against DSS-induced colitis, although *Akkermansia* sp. may also exacerbate DSS-induced inflammation and cancer^26,27^, see “Discussion”. Taken together, these findings suggest that macrophage-specific E4BP4 upregulation may reduce the severity of DSS-induced colitis in association with microbiome preservation and regulation.

### Increased anti-inflammatory gene expression in M-E4BP4 mice colon macrophages

Pro-inflammatory macrophages contribute to disease pathogenesis by secreting pro-inflammatory cytokines and causing tissue damage, whereas anti-inflammatory macrophages protect against excessive inflammation by secreting anti-inflammatory factors^28,29^. We hypothesized that E4BP4 reduced the severity of colitis by modulating pro-inflammatory/anti-inflammatory macrophage polarization.

To test this, we performed single-cell RNA-seq of lamina propria CD45 positive cells isolated from WT and M-E4BP4 mice at day 14 of the recovery phase after DSS-induced colitis (Fig. 2a and Supplementary Fig. 2a, b). Unsupervised clustering was performed on each sample using Surat V4 software, and the cells integrating both WT and M-E4BP4 mice were classified into 10 clusters (Fig. 2b–d)^30^. This approach revealed a decreasing trend in cell number in Cluster 6 in the M-E4BP4 mice compared to WT mice. Since Cluster 6 contains neutrophil-specific genes such as *S100a9*, which plays a role as an inflammatory mediator, this suggests a milder degree of inflammation in the M-E4BP4 mice which is consistent with the DAI and histological scores (Fig. 2d, e and Supplementary Fig. 2c, d). Of the ten clusters, macrophage populations were identified within 2 clusters (1, 3), as they were defined by *Csf1r* expression and reduced expression of other cell type markers (Supplementary Fig. 2c, d). Cluster 1 exhibited a tendency to have a higher cell population in M-E4BP4 mice compared to WT mic and had increased expression of *C1q* and *ApoE*, which are thought to be anti-inflammatory genes (Fig. 2d)^31,32^. In contrast, Cluster 3, which expresses the inflammatory genes *Ifitm3*, *Plac8*, and *Thbs1* (Fig. 2d)^33–35^ tended to be lower in M-E4BP4 mice, and surprisingly increased expression of anti-inflammatory genes *Retnla*, *Cd209a*, and *Mgl2* was observed in the inflammatory macrophage population of M-E4BP4 mice in this cluster (Fig. 2e). To next confirm the anti-inflammatory phenotype of the macrophage cluster obtained by the single-cell analysis, we sorted F4/80 CD11b double-positive cells, which are actual macrophages, from the lamina propria (Fig. 2f and Supplementary Fig. 2e, f). We found approximately threefold induction of *E4bp4* mRNA expression by RT-qPCR in colon macrophages isolated from WT mice on day 0 and day 7, suggesting *E4bp4* is induced during inflammation (Fig. 2g). In turn, we performed RNA-seq in colon macrophages isolated from WT and M-E4BP4 mice at the recovery phase (day 14). We identified 4282 differentially expressed genes (Fig. 2h). M-E4BP4 showed increased expression of anti-inflammatory genes such as *Retnla*, *IL10*, and *C1qa*, and *Ccl5*, which is involved in immune escape of cancer, and decreased expression of pro-inflammatory genes such as *Txnrd1*, *Odc1*, *Mmp12*^32,36–40^ (Fig. 2h). Gene Ontology (GO) analysis also revealed altered inflammation profiles between WT and M-E4BP4, suggesting an important role for E4BP4 in macrophage-mediated inflammation (Fig. 2i). Together, these results reveal that E4BP4 is upregulated in macrophages during inflammation and may play a role in inducing anti-inflammatory genes.

**Fig. 2:**
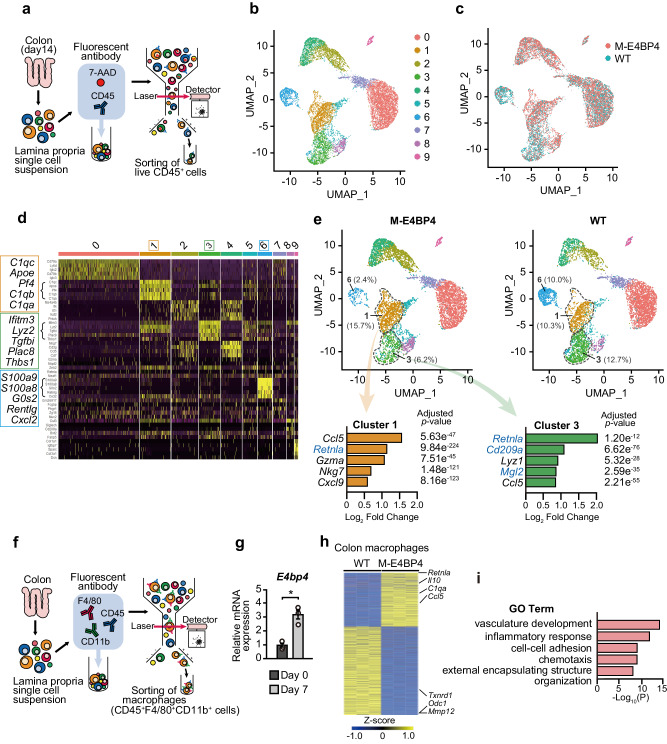
Increased anti-inflammatory gene expression in M-E4BP4 mice colon macrophages. **a** Schema for the isolation of CD45 positive cells of the lamina propria by flow cytometry and subsequent single-cell RNA-seq. Colon was dissected on day 14 (recovery phase). **b** A UMAP plot of 13,492 cells from WT (6466 cells) and M-E4BP4 (7,026 cells) colon. Clusters were determined using unsupervised clustering. Each point represents a single cell. **c** A UMAP plot of both WT and M-E4BP4 colon CD45^+^ cells. Color codes indicate library identity (WT or M-E4BP4). **d** Heatmap of the top five differentially expressed genes among each cluster. Gene groups involved in Cluster 1, 3, and 6 are shown in the expanded view. **e** UMAP plots of WT and M-E4BP4 colon CD45^+^ cells. Top five differentially upregulated genes in M-E4BP4 vs. WT in Cluster 1 and 3, respectively. Representative M2 macrophage marker genes are shown in blue. The relative frequency of each of Cluster 1 and 3 was calculated by the number of cells in that cluster compared to the total number of cells and is written in the graph. **f** Schematic overview of macrophage isolation by flow cytometry and subsequent RNA-seq (recovery phase). **g** Relative *E4bp4* gene expression in colon macrophages at day 0 and day 7 (acute colitis phase) using quantitative real-time PCR analysis (*n* = 3). **h** Heatmap showing differentially expressed genes in WT or M-E4BP4 mice colon macrophages at day 14 (recovery phase) using RNA-seq (adjusted *P* value < 0.05). Data show three biological replicates. **i** Top 5 significantly enriched GO Biological Processes in obviously differentially expressed genes (absolute value of Log_2_ fold change >1). Gating strategies are shown in Supplementary Fig. 5a for (**a**), and Supplementary Fig. 5b for (**f**). All values are expressed as means, error bars reflect SD. Significance was determined by Welch’s *t* test for (**b**) (^*^P < 0.05).

### E4BP4 induces anti-inflammatory gene expression in macrophages

To corroborate our finding that E4BP4 expression facilitates anti-inflammatory polarization in the transgenic mice model, we next examined whether E4BP4 overexpression by lentiviral vector (E4BP4-TG) and CRISPR/Cas9-mediated E4BP4 knockout (E4BP4-KO) in RAW264.7 murine macrophage cells affect anti-inflammatory polarity formation. 

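RAW264.7 is a mouse macrophage cell line. For the E4BP4-TG experiment the cells were plated 24 h before infection, infected with lentivirus at an MOI (infectious particles per cell) of 100 and collected 48 h later without further stimulation. The control virus carried GFP according to the paper's methods and Fig. 3a and mCherry according to the sample labels. RNA-seq libraries were made from 200 ng of total RNA after poly(A) selection, 3 of CTRL and 3 of E4BP4-TG cells, and sequenced with 75 bp reads. The authors aligned the reads with STAR to mm10 and counted them with HOMER on the exons of RefSeq genes, and the deposited values are transcripts per 1000000 (TPM) for 25124 genes. TPM divides the reads of a gene by its length and scales each library to the same total. Multiplying the TPM values by the gene length gave whole multiples of one step per library for at least 99.98% of the values checked, so the reads behind them could be recovered. The E4BP4-TG libraries held 11848611, 11678425 and 12165924 reads on genes for replicates 1, 2 and 3, and the CTRL libraries held 9277588, 12151993 and 12539746. With these totals, 3 reads on a gene of 2000 bases correspond to between 0.147 and 0.197 TPM, and these floors cover counting error only. Over genes with at least 20 reads in a pair of libraries, the mean chi-square per gene was between 1.47 and 2.13 for pairs within a group and between 12.5 and 14.8 for pairs between groups, so no pair of replicates matched within sampling noise alone. Groups were compared with limma on log2(TPM + 0.1) over the 13773 genes with a mean TPM above 0.1, the paper's filter, and p values were adjusted by the Benjamini-Hochberg method. On this scale the fold changes of genes with low TPM are understated.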

E4BP4-TG cells displayed an approximately 20-fold increase in *E4bp4* expression compared to control (CTRL) (Fig. 3a). 

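E4bp4 is listed under its official symbol Nfil3 (NM_017373). It lies on chromosome 13 from 52967209 to 52981039 of mm10, on the minus strand. In the GENCODE vM21 annotation of the same build, the matching transcript has 2 exons, and its whole coding sequence of 1386 bases is in exon 2, from 52967481 to 52968866. E4bp4 expression was 187 ± 9.00 (SD, n = 3) TPM in E4BP4-TG cells and 9.86 ± 0.789 (SD, n = 3) TPM in CTRL cells, a ratio of means of 18.9. The 3 E4BP4-TG libraries had 3580, 3471 and 3931 reads on the gene and the 3 CTRL libraries had 144, 185 and 219. Each E4BP4-TG library lay above each CTRL library (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). With each library left out in turn, the ratio stayed between 18.4 and 19.9, and the ratio of medians was 19.1. The values do not separate transcripts of the endogenous gene from those of the vector.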

RNA-seq revealed 708 differentially expressed genes under basal conditions between CTRL and E4BP4-TG RAW264.7 cells, including increased expression of the anti-inflammatory genes *Il4ra* and *C1qa* and immune escape-related *Ccl5* in E4BP4-TG, and decreased expression of pro-inflammatory genes such as *Txnrd*, *Odc1*, and *Mmp12*, consistent in part with the characteristics of colon macrophages (Fig. 3b). 

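At an adjusted p below 0.05, limma called 2949 of the 13773 genes tested, 1139 higher and 1810 lower in E4BP4-TG cells. Most changes were small. The median log2 fold change was 0.38 among the higher genes and -0.25 among the lower genes, and 698 higher and 1687 lower genes lay within 0.5 of zero. Of the alternatives, a minimum absolute log2 fold change of 1 moved the number most, to 175 genes, 148 of them higher. The replicates are cultures of the cell line, and the deviations of same-numbered CTRL and E4BP4-TG libraries from their group means had correlations across genes of 0.018, -0.001 and -0.011 for replicates 1, 2 and 3. With the replicate number as a block, 2491 genes passed, 1008 higher and 1483 lower. When TPM was rescaled by the median ratio between libraries, 1489 genes were higher and 1238 lower, so the balance between the directions depended on the scaling. Il4ra (NM_001008700, chromosome 7 from 125552271 to 125579474) encodes the IL-4 receptor alpha chain. It had 10.0 ± 0.305 (SD, n = 3) TPM in E4BP4-TG and 6.66 ± 0.533 (SD, n = 3) TPM in CTRL cells, a log2 fold change of 0.59 (standard error 0.07, adjusted p = 0.00143). One of its exons overlaps Gm44876 in the annotation. C1qa (chromosome 4 from 136895916 to 136898844) went from 225 ± 8.17 to 456 ± 8.69 TPM (SD, n = 3 each), with a log2 fold change of 1.02 (standard error 0.03, adjusted p = 1.43e-06). Ccl5 (chromosome 11 from 83525779 to 83530518) rose by 2.97 (standard error 0.05, adjusted p = 8.64e-08) on the log2 scale. Txnrd1, named Txnrd in the text (chromosome 10 from 82859206 to 82897724), fell from 185 ± 3.35 to 143 ± 5.49 TPM (SD, n = 3 each), a log2 fold change of -0.37 (standard error 0.03, adjusted p = 0.000264). Odc1 (chromosome 12 from 17544873 to 17551502) had a log2 fold change of -0.90 (standard error 0.03, adjusted p = 3.31e-06) and Mmp12 (chromosome 9 from 7347374 to 7360461) one of -0.95 (standard error 0.02, adjusted p = 5.58e-07). An exon of Mmp12 overlaps Mmp1b in the annotation. Each of these 6 genes passed the threshold in all 6 fits that left out one library. Among genes with no overlap between the groups, the largest rises were those of Mir7027, E4bp4, Mir6924, Mir1198 and Ccl5, and the largest falls those of Mir7042, Mir6481, 1810041H14Rik, Gc and Cyp2e1. The 5 microRNA features and 1810041H14Rik rest on fewer than 10 reads over all 6 libraries. Mir7027 had 2, 1 and 2 reads in E4BP4-TG and 0 in each CTRL library. Gc had 10, 22 and 3 reads in CTRL replicates 1, 2 and 3, and Cyp2e1 had 11, 30 and 3. Gc passed the threshold in 2 and Cyp2e1 in 1 of the 6 fits that left out one library. Both are liver genes, and other liver genes were also higher in CTRL replicates 1 and 2 than in the other 4 libraries.

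**Figure D1:**
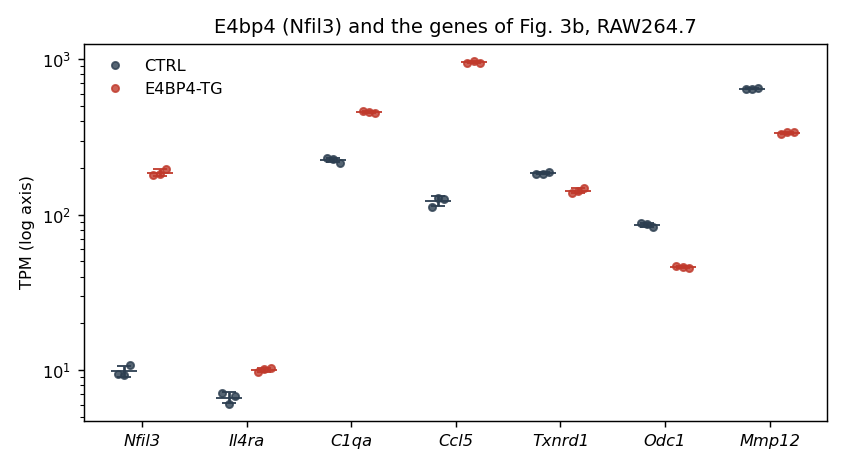
TPM (log axis) of E4bp4 and the genes of Fig. 3b in each library, with dots for the 3 replicates and bars for the mean and SD. The E4BP4-TG dots lie above all CTRL dots for E4bp4, Il4ra, C1qa and Ccl5 and below them for Txnrd1, Odc1 and Mmp12.

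**Figure D2:**
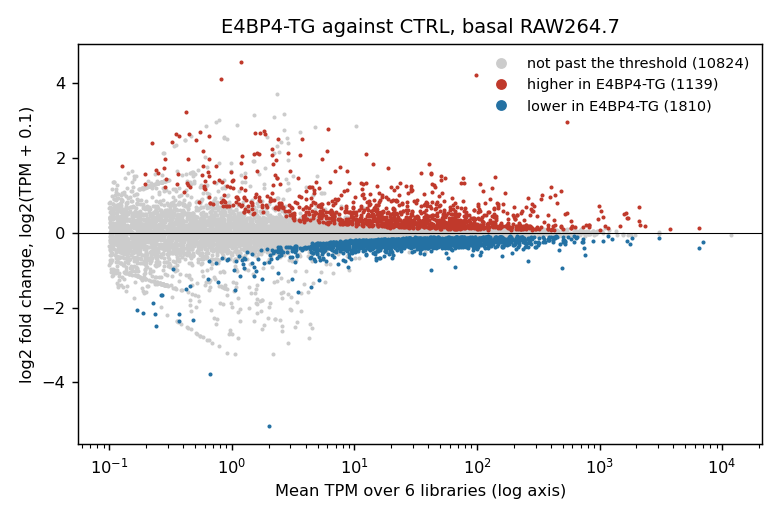
log2 fold change of E4BP4-TG against CTRL, on log2(TPM + 0.1), by the mean TPM of each gene over the 6 libraries (log axis). Red dots are the 1139 genes higher and blue dots the 1810 genes lower in E4BP4-TG at an adjusted p below 0.05 from limma.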

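At the RNA level in RAW264.7 cells, the mean TPM of Ccl5 in E4BP4-TG cells was 7.81 times that in CTRL cells. Il10 (chromosome 1 from 131019845 to 131024970) was expressed at a low level. It had 1.77 ± 0.146 (SD, n = 3) TPM in E4BP4-TG and 0.770 ± 0.281 (SD, n = 3) TPM in CTRL cells, from 21 to 25 reads and from 7 to 14 reads per library, and its log2 fold change was 1.15 (standard error 0.24, adjusted p = 0.0132) by limma. In the 6 fits that left out one library, the adjusted p of Il10 reached at most 0.0499. Il6 and Ccl22 were near the floor of the RNA-seq data, and no difference was detectable at this depth. Il6 had 12 reads in E4BP4-TG replicate 3, a library in which other genes inducible by LPS and IFNγ were also raised, and at most 1 read in each other library (adjusted p = 0.766 by limma). Ccl22 had between 3 and 9 reads per library and a log2 fold change of 0.26 (standard error 0.31, adjusted p = 0.609).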

Cytokine assays showed elevated levels of CCL5 and IL-10 in M-E4BP4 consistent with RNA-seq results, and decreased secretion of IL-6 and CCL22 (Fig. 3c). Interestingly, a decrease in TNFα and IL-1β levels were observed in E4BP4-TG, whereas expression levels were not significantly different in the RNA-seq analysis, suggesting differential post-transcriptional regulation (Fig. 3c). 

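Tnf (chromosome 17 from 35199367 to 35202007) had 30.4 ± 5.67 (SD, n = 3) TPM in E4BP4-TG and 30.1 ± 0.725 (SD, n = 3) TPM in CTRL cells, with a log2 fold change of -0.01 (standard error 0.11, adjusted p = 0.98) by limma. The E4BP4-TG libraries differed among themselves, with 27.4, 26.7 and 36.9 TPM in replicates 1, 2 and 3, while the CTRL libraries lay between 29.3 and 30.8 TPM. Without E4BP4-TG replicate 3, the log2 fold change of Tnf was -0.15. Il1b (chromosome 2 from 129364578 to 129371139) was almost absent. It had 1, 1 and 37 reads in E4BP4-TG replicates 1, 2 and 3 and 3, 1 and 0 in the CTRL libraries, with adjusted p = 0.479 by limma. Neither gene passed the threshold in any of the 6 fits that left out one library.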

GO analysis revealed an enrichment of factors in E4BP4-TG that mediate inflammatory responses, suggesting that E4BP4 is involved in macrophage-mediated inflammation (Supplementary Fig. 3a). 

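The GO terms shown in Supplementary Fig. 3a include responses to virus and to interferon-beta. A list of 42 genes in general use as markers of a type I interferon response was set against all other genes tested. All 42 genes were higher in E4BP4-TG cells at an adjusted p below 0.05 by limma, whether p was adjusted over all genes or over the list alone. Their mean log2 fold change was 1.03, while the median of all genes was -0.05 (camera test of limma, p = 6.82e-44 with an inter-gene correlation of 0.01). With the correlation estimated from the residuals, which moved the result most, p was 0.0055. With the replicate number as a block, p was 6.77e-38 and all 42 genes passed again. The log2 fold changes ranged from 0.28 for Irf9 to 2.08 for Mx1. The members with the smallest adjusted p were Irf7, Bst2, Isg15, Ifi44 and Zbp1. Irf7 (chromosome 7 from 141263183 to 141266424) rose from 239.5 ± 2.41 to 562 ± 5.71 TPM (SD, n = 3 each), a log2 fold change of 1.23 (standard error 0.02, adjusted p = 9.58e-08). Bst2 went from 303 ± 8.54 to 664 ± 10.7 TPM, and the log2 fold changes of Isg15, Ifi44 and Zbp1 were 1.47, 1.47 and 1.59. Some members belong to families of similar sequence (Ifit, Oas, Gbp and Mx genes), whose reads the counting could have split between them.

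**Figure D3:**
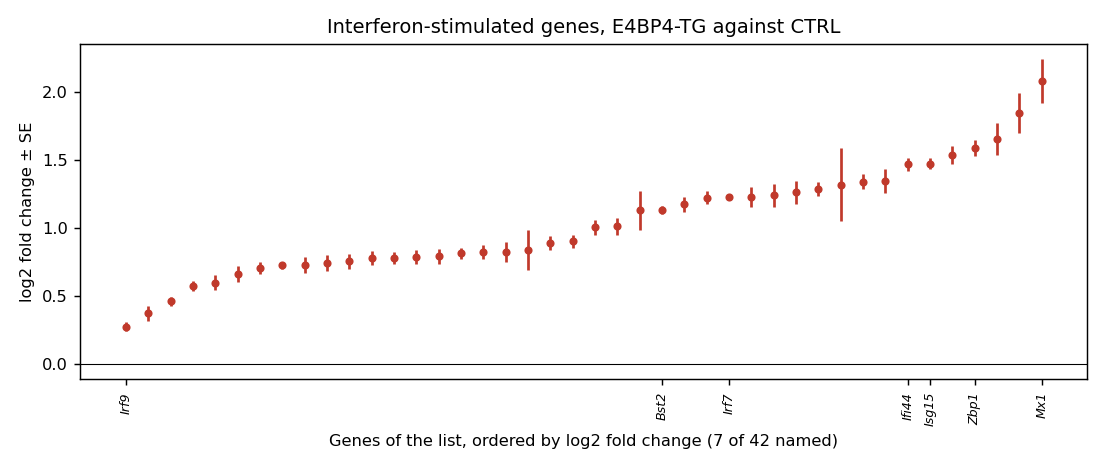
log2 fold change of E4BP4-TG against CTRL, with its standard error, for each of the 42 interferon-stimulated genes, ordered by size, with the genes named in the text labelled. Every gene lies above 0, from 0.28 for Irf9 to 2.08 for Mx1.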

Next, we established E4BP4-KO RAW264.7 cells and confirmed that E4BP4 expression was absent (Fig. 3d, e and Supplementary Fig. 3b–e). RNA-seq identified 2945 differentially expressed genes between the E4BP4-KO and CTRL RAW264.7 cells under basal conditions, and as expected, genes *Il4ra*, *C1qa*, and *Ccl5* were downregulated and *Odc1* and *Mmp12* were upregulated, the opposite of E4BP4-TG (Fig. 3f). GO analysis also ranked factors mediating the inflammatory response, further supporting a role for E4BP4 in the inflammatory response, as in the E4BP4 overexpression model (Supplementary Fig. 3f). To determine whether these inflammatory changes represent a shift to an anti-inflammatory signature, we performed RNA-seq in RAW264.7 cells stimulated with the M1 polarization compound LPS and cytokine IFNγ, or the M2 polarization cytokine IL-4 (Supplementary Fig. 3g). M2 genes were identified as genes that are upregulated in M2 stimulation and not upregulated in M1 stimulation, with 123 genes registered on the gene set (Supplementary Fig. 3h and Supplementary Table 1). In control RAW 264.7 cells, the M2 gene set was significantly enriched in upregulated genes compared to E4BP4-KO cells (Supplementary Fig. 3i). Furthermore, in E4BP4-TG cells, the M2 gene set was significantly enriched in upregulated genes compared to control RAW 264.7 cells (Supplementary Fig.3j). These results indicate that higher expression levels of E4BP4 are associated with higher expression of the M2 gene set.

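The enrichment of the M2 gene set of Supplementary Table 1 was computed on the TPM of the 3 E4BP4-TG and 3 CTRL libraries with all 25124 genes ranked by signal-to-noise, that is the difference in means divided by the sum of the SDs. Of the 123 symbols, 119 matched the table as printed. The enrichment score was 0.404 and the normalized enrichment score 1.27, with p = 0.0721 from 10000 gene-set permutations. The paper counts results below an FDR of 0.25 as significant, and for a single set the FDR equals this p. The running sum peaked after 32 members. Among genes with a mean TPM above 0.1 the score was 0.364 (permutation p = 0.0465). Unweighted, it was 0.198 (permutation p = 0.000794), the alternative that moved it most. With one library left out, the permutation p lay between 0.0305 and 0.264, the highest without E4BP4-TG replicate 2, and permuting the sample labels over all 20 arrangements gave p = 0.3. The values of 0.264 and 0.3 are above the paper's limit. Ranked by limma's moderated statistic, the score was 0.323 without the replicate block and 0.325 with it (permutation p = 0.203 and 0.207).

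**Figure D4:**
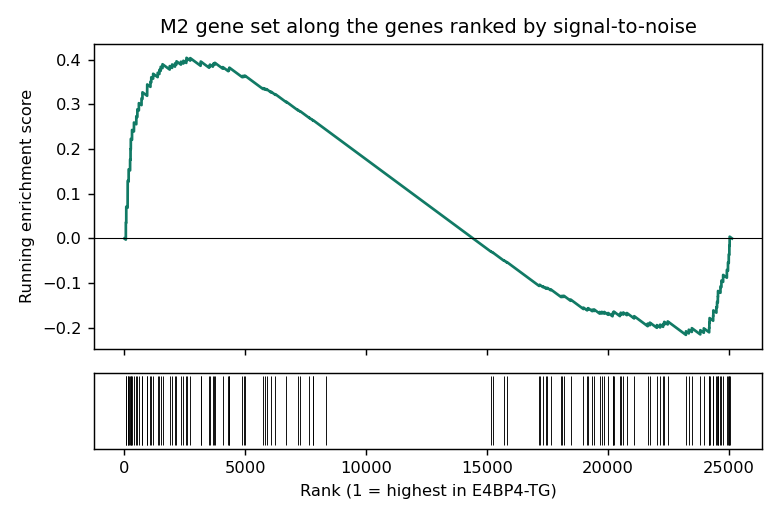
Running enrichment score of the M2 gene set (upper panel) and the ranks of its members (lower panel, vertical lines) along the 25124 genes ordered from highest to lowest in E4BP4-TG relative to CTRL. The score peaks at 0.404 near the upper end, and members are also found near the lower end of the ranking.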

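Of the M2 set, 113 genes had a mean TPM above 0.1. At an adjusted p below 0.05 by limma, 16 of them were higher and 12 lower in E4BP4-TG cells, and adjusting over the set alone gave the same numbers. With the replicate block the numbers were 13 and 8. Their mean log2 fold change was 0.04, and limma's camera did not separate them from the other genes (p = 0.203, n = 113 genes). The higher members with the smallest adjusted p were Tlr8, P2ry12, Clec10a, Mgl2 and Dmpk, with log2 fold changes of 0.60, 1.31, 0.42, 1.04 and 0.80. Mgl2 (chromosome 11 from 70130357 to 70137542) had 18.0 ± 1.16 (SD, n = 3) TPM in E4BP4-TG and 8.77 ± 1.3 (SD, n = 3) TPM in CTRL cells. Mgl2 and Clec10a are close paralogs, and their reads could have been split between them. The lower members with the smallest adjusted p were Tle1, Angptl2, Trmt61a, Slc16a1 and Pus7, with log2 fold changes between -0.70 and -0.31. From the enrichment in E4BP4-TG cells and that in control against E4BP4-KO cells, which were not analysed here, the paper concludes that M2 gene set expression goes with the level of E4BP4.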

**Fig. 3:**
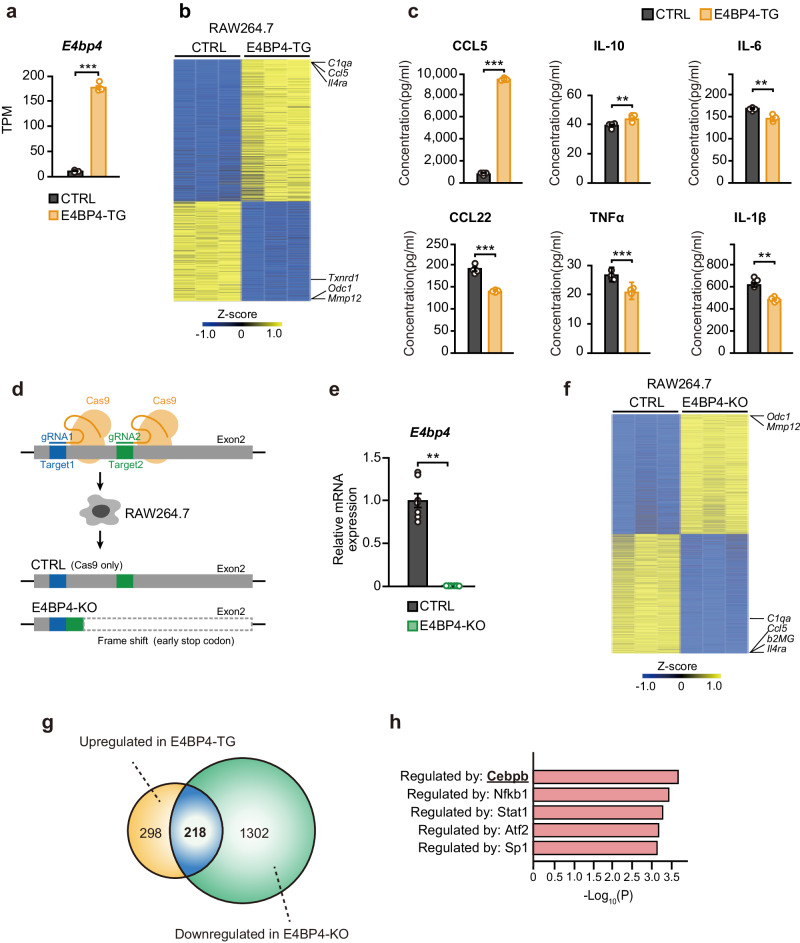
Cell-based studies have revealed that E4BP4 promotes anti-inflammatory genes in macrophages. **a** E4bp4 mRNA expression levels in GFP (CTRL) and E4BP4-expressing RAW264.7 cells (E4BP4-TG) (*n* = 3). Expression levels were expressed as TPM　(transcripts per million) using RNA-seq. **b** Heatmap showing differentially regulated genes in CTRL and E4BP4-TG RAW264.7 cells using RNA-seq (adjusted *P* value < 0.05). Data show three biological replicates. **c** Cytokine measurements of cell culture supernatant from CTRL and E4BP4-TG RAW264.7 cells (*n* = 4). **d** Schema of CRISPR/Cas9 E4BP4 (exon 2) ablation in RAW264.7 cells. **e** Quantitative real-time PCR analyses of disrupted E4BP4 using the Q-PCR primer shown in Supplementary Fig. 3b (*n* = 7). **f** Heatmap showing differentially regulated genes in Cas9 only (CTRL) or E4BP4 knockout (E4BP4-KO) RAW264.7 cells using RNA-seq (adjusted *P* value < 0.05). Data show three biological replicates. **g** Venn diagram of shared and independent genes whose expression was increased by E4BP4-TG and genes whose expression was decreased by E4BP4-KO. **h** Transcription factor prediction analysis by TRRUST in 218 genes is shared in (**g**). All values are expressed as means, error bars reflect SD. Significance was determined by Welch’s *t* test (^**^P < 0.01, ^***^P < 0.001).

We next analyzed the overlapping 218 genes whose expression was both upregulated by E4BP4-TG and downregulated by E4BP4-KO (Fig. 3g). 

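On the E4BP4-TG side of this overlap, limma's higher genes had a lower quartile of the log2 fold change of 0.22 and an upper quartile of 0.70, and 441 of them rose by more than 0.5, a limit chosen after the values were seen. The E4BP4-KO side was not analysed here.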

We predicted the transcription factors regulated by these genes using TRRUST as implemented in Metascape and identified Cebpb, a transcription factor downstream of *IL4ra* in macrophages that induces polarization toward anti-inflammation^41–43^ (Fig. 3h). These results suggest that CEBPB may be involved in the upregulation of anti-inflammatory genes downstream of *IL4ra* in E4BP4-TG mice.

### Macrophage E4BP4 binds to *Il4ra* and promotes its expression

To further explore the mechanism by which E4BP4 causes macrophage polarization towards an anti-inflammatory phenotype, chromatin immunoprecipitation sequencing (ChIP-seq) and assay for transposase-accessible chromatin using sequencing (ATAC-seq) analyses were performed. First, we performed ChIP-seq on WT RAW264.7 cells with the E4BP4 antibody and identified 56,329 peaks representing potential binding sites of E4BP4 (Fig. 4a). In addition to confirming a clear peak at *Per1*, which E4BP4 has been previously reported to bind^44^, E4BP4 binding was enriched in the promoter region and at the established E4BP4 binding motif, indicating the reliability of the ChIP-seq data for E4BP4 (Fig. 4b and Supplementary Fig. 4a, b). GO analysis of these peaks showed an enrichment of genes associated with focal adhesion, which plays a crucial role in macrophage function by facilitating cell adhesion, migration, and interaction with the extracellular matrix (ECM). (Fig. 4c). ATAC-seq was then performed under basal conditions between control and E4BP4-TG RAW264.7 cells to identify regions of chromatin that become more accessible upon overexpression of E4BP4 and may identify upregulated genes. A total of 3802 peaks were detected, with 1.4% of these located within the promoter to TSS region. Several clear ATAC peaks were identified around the *Csf1r* gene, which is abundantly expressed in macrophages　(Fig. 4d, e). ATAC peaks are enriched in promoter regions, however peak coverage across all genes showed no difference between CTRL and E4BP4-TG (Supplementary Fig. 4c). This suggests that E4BP4 may not itself affect chromatin structure, and/or that it may induce either an open or closed chromatin structure depending on the presence of other transcription factors, thereby explaining a potential mechanism of E4BP4 bidirectional expression regulation. Motif analysis showed that the ELF4 binding motif was top-ranked within ATAC peaks in E4BP4-TG compared to CTRL (Fig. 4f). ELF4 is a transcription factor that has been reported to play a protective role against human IBD and has anti-inflammatory properties, which may partly explain the anti-inflammatory effects of E4BP4^7^. Indeed, transcription factor motif analysis using TRRUST on the genes significantly upregulated in the E4BP4-TG revealed the inclusion of Spi1 (PU.1), and Ets2, supporting the notion that the binding motifs of the ETS transcription factor family become open chromatin, potentially contributing to the increased gene expression observed in E4BP4-TG (Supplementary Fig. 4d).

**Fig. 4:**
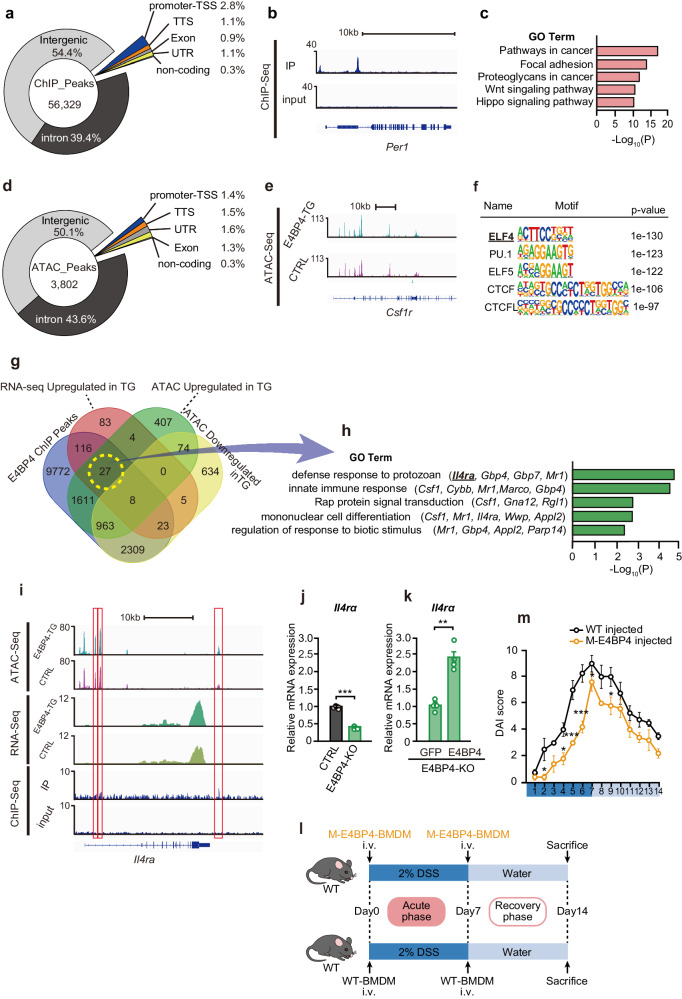
Macrophage E4BP4 binds to Il4ra and promotes its expression. **a** Genomic distributions of E4BP4 ChIP-seq peaks in WT RAW264.7 cells. **b** IGV browser tracks of E4BP4 ChIP-seq in E4BP4-IP and input DNA (input) along the *per1* gene. Maximum track heights within viewable windows are indicated to the right of each condition. **c** Significantly enriched GO Biological Processes in E4BP4 ChIP-seq peaks. **d** Genomic distributions of ATAC-seq peaks in CTRL and E4BP4-TG RAW264.7 cells along the *Csf1r* gene. **e** Representative IGV browser tracks ATAC-seq in control and E4BP4-TG RAW264.7 cells along the *Csf1r* gene. Maximum track heights within the viewable window are indicated to the right of each condition. **f** Top five motifs enriched within ATAC peaks in E4BP4-TG compared to CTRL. **g** Venn diagram showing overlapping genes with an increased peak at E4BP4-TG by ATAC-seq and E4BP4 ChIP-seq and increased expression by E4BP4-TG by RNA-seq in RAW264.7 cells. **h** Significantly enriched GO Biological Processes in the 27 overlapping genes in (**g**). **i** IGV browser tracks E4BP4 ChIP-seq, ATAC-seq in control and E4BP4-TG RAW264.7 cells along *Il4ra*. Maximum track heights within viewable windows are indicated to the right of each condition. **j** mRNA expression of *Il4ra* in CTRL (Cas9 only) or E4BP4-KO RAW264.7 cells (*n* = 4). Values are expressed as means, error bars reflect SD. Significance was determined by Welch’s *t* test (^***^P < 0.001). **k** mRNA expression of *Il4ra* in E4BP4-KO RAW264.7 cells and RAW264.7 cells overexpressing GFP or E4BP4 (*n* = 4). Values are expressed as means, error bars reflect SD. Significance was determined by Welch’s *t* test (^**^P < 0.01). **l** Experimental timeline of colitis induction and rescue in mice. Mice were treated with 2% (wt/vol) DSS in drinking water for 7 days to induce colitis and then recovered with normal drinking water for 7 days. Bone marrow-derived macrophage (BMDM) was infused via the tail vein on day 0 and day 7 (*n* = 4 for WT-BMDM, *n* = 5 for M-E4BP4 BMDM). **m** Daily time courses of disease activity index (DAI). Values are expressed as means, error bars reflect SD. Significance was determined by two-way repeated-measures ANOVA, followed by Tukey’s post-test (^*^P < 0.05, ^***^P < 0.001).

To elucidate a more direct mechanism of action for E4BP4, we extracted genes with increased binding by E4BP4 ChIP-seq, increased expression in E4BP4-TG, and increased peaks in E4BP4-TG by ATAC-seq (Fig. 4g). 

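The RNA-seq part of this intersection was examined for the 12 genes named in Fig. 4h, Il4ra among them. The intersection required increased expression in these same RNA-seq data, so the direction followed from the selection and is no independent support. All were higher in E4BP4-TG than in CTRL cells, with log2 fold changes from 0.50 for Appl2 to 2.52 for Gbp4. Their adjusted p was at most 0.00218 by limma, and each passed in all 6 fits that left out one library. Gbp4 (chromosome 5 from 105115767 to 105139586) rose from 1.02 ± 0.0455 to 6.47 ± 1.60 TPM (SD, n = 3 each). Its exons overlap those of Gbp8 and Gbp9 in GENCODE vM21, so its reads cannot be assigned to Gbp4 alone. Gbp7, Marco and Csf1 followed, with log2 fold changes of 1.65, 1.54 and 1.16. The scavenger receptor Marco (chromosome 1 from 120474538 to 120505024) rested on 16 to 23 reads per CTRL library. Rgl1, Parp14, Gna12, Cybb, Wwp1 and Mr1 had log2 fold changes of 0.80, 0.78, 0.68, 0.64, 0.62 and 0.56. Exons of Gbp7, Gna12, Wwp1 and Parp14 also overlap those of other annotated genes. Parp14 is also in the list of interferon-stimulated genes, and Gbp4 and Gbp7 belong to the Gbp family, which has members in that list. The ChIP-seq and ATAC-seq parts were not analysed here.

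**Figure D5:**
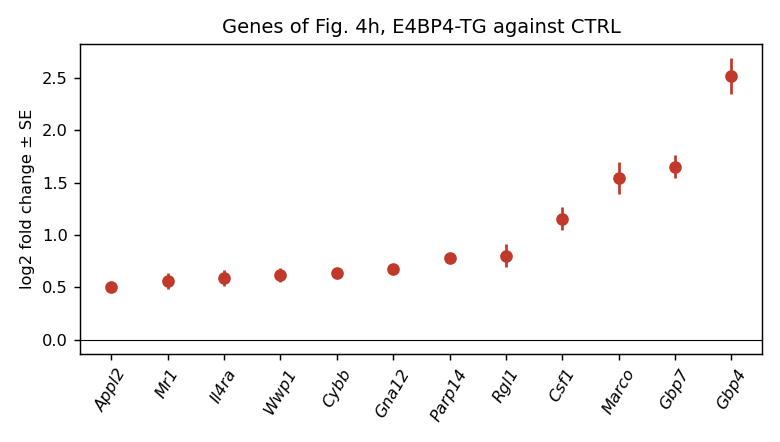
log2 fold change of E4BP4-TG against CTRL, with its standard error, for the 12 genes of Fig. 4h. Values range from 0.50 for Appl2 to 2.52 for Gbp4, and none of the error bars reaches 0.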

27 genes were extracted and subjected to GO analysis, which revealed an enrichment of genes relates to protozoan immunity (Fig. 4h). Four of these genes, including *Il4ra*, are important for anti-inflammatory polarization in macrophages. Thus, we analyzed *Il4ra* further and found multiple ATAC and ChIP peaks around the *Il4ra* gene, demonstrating that E4BP4 binds directly (Fig. 4i). We also confirmed that *Il4ra* expression is downregulated in E4BP4-KO and that this is rescued when E4BP4 expression is returned to WT, together suggesting that *Il4ra* is regulated by E4BP4 (Fig. 4j, k).

Finally, to confirm the beneficial effect of E4BP4 overexpression in colitis, we isolated BMDM (bone marrow-derived macrophages) from WT and M-E4BP4 mice and infused each into WT DSS-induced colitis mice (Fig. 4l). As expected, the severity of colitis was partially reduced in the M-E4BP4 BMDM infused group, confirming the potential therapeutic value of E4BP4 (Fig. 4m and Supplementary Fig. 4e–g).

## Discussion

We have established a role for E4BP4 in colon macrophages by both gain and loss of function studies. We focused on the role of E4BP4 in macrophages as a paradigm of immunoregulation of the colon because macrophages play a critical role in colitis by secreting many cytokines and regulating tissue repair, and because whole body E4BP4 knockout mice develop spontaneous colitis modulating potentially susceptible loci associated with Crohn’s disease and ulcerative colitis^16,17^.

Macrophages play essential roles during inflammatory conditions, with both pro-inflammatory and anti-inflammatory functions, meaning that their imbalance can result in excessive and persistent inflammation^45,46^. Recently, the resolution of inflammation has been shown to be an active process controlled by the accumulation of anti-inflammatory functions with pro-resolving capacities, signifying an emerging importance of anti-inflammatory macrophages^47,48^. An imbalance between pro- and anti-inflammatory macrophages is related not only to the onset and progression of IBD, but also to many diseases, such as arteriosclerosis, diabetes, and even Alzheimer’s disease^49–51^. Thus, our discovery of E4BP4 in modulating macrophage polarization and promoting disease recovery suggests the potential of macrophage-targeted therapy for alleviating inflammatory diseases.

In the present study, in a largely unbiased approach, we found that E4BP4 regulates *Il4ra* expression as a potential mechanism by which E4BP4 induces anti-inflammation in macrophages. This is supported by an independent study showing that administration of BMDM stimulated with the Th2 cytokine IL-4 improved the severity of experimental colitis in mice^52^. IL-4R in macrophages is known to form a complex with IL-4 and induce polarization toward alternatively activated macrophages (AAM, also earlier known as M2)^53^. It has been reported that AAM exerts anti-inflammatory effects and promotes tissue repair and remodeling, angiogenesis, and wound healing involving interaction with fibroblasts^54,55^. In addition, mouse and human AAMs are involved in the induction of regulatory T cells and have been suggested to play an important role in the regulation of adaptive immunity and the establishment of an immune regulatory environment^56,57^.

In the current investigation, we focused on both E4BP4 and the gut microbiota, contemplating the possibility that E4BP4 regulates the gut microbial community, particularly contributing to the mitigation of colitis through the increased abundance of Lactobacillus and Akkermansia spp. While there is a wealth of reports highlighting the alleviating effects of *Lactobacillus* spp. on colitis, the role of *Akkermansia* is complex, with reports suggesting both a reduction in colitis and involvement in inflammation and carcinogenesis induced by DSS. Thus, further elucidation is warranted^26,27,58,59^.

Furthermore, we confirmed that E4BP4 was induced by DSS administration, and we previously showed that E4BP4 is activated by ER stress in pancreatic beta cells^14^. Furthermore, although E4BP4 is an output clock gene, regulation of the D-box, to which E4BP4 binds, has been reported to cause a circadian phase shift^9^. Based on these results, E4BP4 may play a role in adapting the organism to environmental changes by translating environmental information such as circadian cycles, inflammation, and stress.

In the circadian clock field, E4BP4 is conventionally considered to be a transcriptional repressor that reduces *Per2* expression^44^. However, when E4BP4 was first cloned, it was reported to bind the promoter of *Il3* and promote its expression^60^. Interestingly, in the present ATAC-seq studies, although there were variations in expression of genes by RNA-seq between the control and E4BP4-TG cells, no significant differences in chromatin remodeling by ATAC-seq were observed; thus the possibility that E4BP4 acts in a bidirectional manner (i.e., as transcriptional activator and repressor) could not be ruled out (Supplementary Fig. 4c). In the future, the search for co-repressors and co-activators of E4BP4 will be important to determine the precise mechanism of transcriptional regulation by E4BP4.

Limitations of this study include the observed differences in baseline gut microbiota between WT and M-E4BP4 mice and the use of mice expressing E4BP4 in the mononuclear phagocytic lineage, so we cannot exclude the possibility that factors other than macrophages may have influenced the phenotype of the M-E4BP4 mice. However, the results of the rescue experiments using E4BP4-expressing macrophages demonstrated a reduction in the severity of colitis, suggesting that E4BP4 in macrophages does indeed impact the severity of DSS-induced colitis.

E4BP4 is unique in that it not only drives diurnal rhythms of metabolism, but also enables the resolution of inflammation. Further elucidation of the role of E4BP4 in circadian rhythms and macrophages should produce a better understanding of the tissue- and disease-specific roles of E4BP4 and aid in the development of therapeutic strategies against inflammatory diseases such as IBD.

## Methods

### Animals

All mouse experimental protocols were approved by the Ethics of Animal Experimentation Committee at Yamaguchi University School of Medicine. WT C57BL/6 mice were purchased from KYUDO Company (Saga, Japan). Mice were housed in a temperature-controlled (22 ± 1 °C) room under a 12-h light: 12-h dark cycle (LD12: 12). All experiments except for the southern blot analysis were performed using age-matched male littermates. Male mice were used because of previous reports that estradiol prevents DSS-induced colitis^61^. Given that the estrous cycle of female mice is 4 days, this would complicate interpretation of the results from the present experiments.

### Generation of mouse *Csf1r* gene promoter -E4BP4- transgenic mice (M-E4BP4 mice)

The macrophage-specific E4BP4 transgenic mice (M-E4BP4 mice) were generated as described below^62^. The mouse *Csf1r* gene promoter-EGFP-transgenic construct was kindly provided by Dr. David A Hume, University of Edinburgh. The mouse *Csf1r* gene promoter-E4BP4-transgenic construct was created by replacing EGFP-cDNA with mouse E4BP4 (mE4BP4)-cDNA (1744 bp; ATCC) at the Xhol site. The 12.2-kb mouse *Csf1r* gene promoter-mE4BP4-human growth hormone (hGH) fragment was isolated from the vector by digestion of the plasmid construct with Sfil and HindIII. Microinjection of the purified transgenic DNA into the pronuclei of C57BL/6 mice was performed by UNITECH Company (Chiba, Japan). Founder (G0) mice were identified by PCR and Southern blotting analyses. Genotyping was determined by PCR analysis of genomic DNA extracted from mouse tail using sodium hydroxide and proteinase K (QIAGEN #19133). PCR was performed for 30 cycles at 98 °C for 5 s, at 62 °C for 5 s, and at 72 °C for 10 s with SapphireAmp Fast PCR Master Mix (Takara Bio #RR350A).

### Cell lines

The RAW264.7 cells, a murine macrophage cell line, and the HEK 293TN cells were purchased from KAC Co., Ltd. (Kyoto, Japan) and System Biosciences, respectively. Both cell lines were cultured as a monolayer in 25 mM glucose Dulbecco’s modified Eagle’s medium (Sigma-Aldrich #D5796) supplemented with 10% fetal bovine serum (FBS, Sigma-Aldrich #172012) and 1% penicillin–streptomycin (FUJIFILM Wako #168-23191) at 37 °C under 5% CO_2_. The RAW264.7 cells used in experiments were at fewer than 15 passages. Mycoplasma contamination was tested.

### Study design and DSS-induced colitis

8-week-old male mice weighing 23–25 g were used for experimental colitis models. Acute colitis was induced by adding Dextran Sodium Sulfate (MW 36,000–50,000, MP Biomedicals #160110) to the drinking water for 7 days, followed by a 7-day recovery period with the drinking water without DSS and then sacrificed on day14. DSS water was prepared to a concentration of 2.0% in filtered drinking water and changed every 2 days. Control group was provided drinking water from the same source.

### Dispersion of spleen and sorting of hematological cells

Single cell suspensions from spleen were prepared using a gentleMACS Octo Dissociator with Heaters and Spleen Dissociation Kit (Miltenyi Biotec #130-095-926) according to the manufacturer’s instructions. Briefly, the spleen of 8–10 weeks old mice was removed, and treated enzymatically and mechanically using the Spleen Dissociation Kit. The cell suspension was washed through 30-µm strainers with phosphate-buffered saline (PBS) containing 0.5% bovine serum albumin (BSA, Sigma-Aldrich #A4503) followed by centrifugation at 300×*g* for 10 min at 4 °C and then discarding the supernatants. The spleen cells were resuspended in PBS containing 2% BSA for flow cytometry after removal of red blood cells with the Red Blood Cell Lysis Solution (Miltenyi Biotec #130-094-183). Cells were stained with 7-AAD (BD Biosciences #559925, 1:200), CD3-PE (BioLegend #100203, 1:40), CD45R/B220-APC (BioLegend #103211 1:200), Ly6g/c-FITC (BioLegend #108405 1:100), F4/80-PE (BioLegend #123109, 1:100), CD49b-FITC (BioLegend #108905, 1:100), and CD11c-APC (BioLegend #117309, 1:100) antibodies for 20 min on ice, and then sorted using a FACSAria III Cell Sorter (BD Biosciences) into TRIzol LS Reagent (Thermo Fisher Scientific #10296010) for further RNA extraction. CD3, CD45R/B220, Ly6g/c, F4/80, CD49b, and CD11c antibodies were used to confirm the enrichment of T cells, B cells, Neutrophils, Macrophages, NK cells, and Dendric cells, respectively. Spleen cells (total spleen) before sorting were used as controls.

### Assessment of colitis

Body weights and feces were evaluated on a daily basis during the DSS-induced acute colitis phase and subsequent recovery phase. Disease activity index was calculated by combining the following scores: weight loss percentage relative to day 0 (pre-DSS treatment) (0: <1%, 1: 1–10%, 2: 11–15%, 3: 15–20%, 4: >20%), stool consistency (0: normal, 2: loose stools, 4: watery diarrhea) and fecal bleeding (0: no blood, 2: slightly bleeding, 4: gross bleeding)^63^. Mice were sacrificed on day 14, and the colon was excised between the ileocecal junction and the anus at the distal end of the rectum. The colon was then separated from the cecum and the colorectal length was measured. Fecal samples were collected on day 0 (pre-treatment) and day 14 (recovery phase of colitis). For histological analyses, mice were sacrificed on days 0, 7, 10, 12, and 14, the total colon was fixed in 4% paraformaldehyde, and longitudinal sections were prepared. H&E, Ki67, and TUNEL staining of sample sections was performed by Morphotechnology　Co., Ltd (Hokkaido, Japan). Tissue sections were observed using a KEYENCE BZ-700/BZ-X710 microscope. Disease severity was determined on the basis of a histopathological score using previously described protocols^64^. Colon sections were scored 0-4: 0, normal tissues; 1, mild inflammation in the mucosa with some infiltrating mononuclear cells; 2, increased level of inflammation in the mucosa with more infiltrating cells, damaged crypt glands, and epithelium, mucin depletion from goblet cells; 3, extensive infiltrating cells in the mucosa and submucosa area, crypt abscesses present with increased mucin depletion and epithelial cell disruption; and 4, massive infiltrating cells in the tissue, complete loss of crypts. Ki67 and TUNEL-positive cells were measured using a KEYENCE BZ-X Analyzer 1.4.0.1. Three different sections from the colon tissue sample in each mouse were examined.

### Isolation of murine colonic macrophages

Single cell suspensions from colonic lamina propria were prepared using a gentleMACS Octo Dissociator with Heaters and Lamina Propria Dissociation Kit (Miltenyi Biotec #130-097-410) according to the manufacturer’s instructions. Briefly, the colons of 8–10 weeks old mice were removed and cleared of feces, cut longitudinally, and laterally into pieces of 0.5 cm. The colon pieces were incubated in Hank’s balanced salt solution without Ca^2+^ and Mg^2+^ (FUJUFILM Wako #082-09865) containing 10 mM HEPES (Nacalai tesque #17557-94), 5 mM EDTA (Wako #345-01865), 1% BSA (Sigma-Aldrich #A4503), and 1 mM dithiothreitol (Sigma-Aldrich #D9779) at 37 °C for 20 min. After vortexing and straining repeatedly in order to remove supernatants containing intraepithelial lymphocytes, the lamina propria pieces were treated enzymatically and mechanically by using the Lamina Propria Dissociation Kit. The cell suspension was washed through 100 µm strainers with PBS containing 0.5% BSA, followed by centrifugation at 300×*g* for 10 min at 4 °C and then discarding the supernatants completely. The lamina propria cells were resuspended in PBS containing 2% BSA for flow cytometry. Cells were stained with 7-AAD (BD Biosciences #559925, 1:100), CD45-APC (BioLegend #103111, 1:100), CD11b-BB515 (BD Biosciences #564455, 1:100) and F4/80-PE (BioLegend #123109,1:100) antibodies for 20 min on ice, gated for the CD45 + F4/80 + CD11b+ cell population as colonic macrophages, and then sorted using a FACSAria III Cell Sorter (BD Biosciences) into TRIzol LS Reagent (Thermo Fisher Scientific #10296010) for further RNA extraction.

### Isolation and culture of murine bone marrow-derived macrophages (BMDMs)

In brief, 6-8 weeks old male mice were sacrificed, and bone marrow cells were harvested from femurs and tibias. The cells were incubated in RPMI1640-GlutaMAX (Thermo Fisher Scientific #72400-047) supplemented with 10% FBS (Sigma-Aldrich #172012),1% penicillin–streptomycin (FUJUFILM Wako #168-23191), 1% monothioglycerol (FUJUFILM Wako #195-15791) and 20 ng/ml recombinant murine macrophage colony-stimulating factor (PeproTech #AF-315-02) for 7 days at 37 °C under 5% CO_2_. After 7 days, BMDMs were harvested.

### Establishment of E4BP4 overexpressing RAW 264.7 cells (E4BP4-TG RAW264.7)

Lentivirus expressing GFP (CTRL) or E4BP4 (E4BP4-TG) were produced by VectorBuilder (Kanagawa, Japan). RAW264.7 cells were plated at a density of 1 × 10^5^ cells/well (non-treated 24-well plate). Twenty-four hours after incubation, RAW264.7 cells were infected with lentiviruses expressing GFP or E4BP4 at 100 MOI. After infection, the cells were refreshed with fresh medium, and 48 h later, the cells were collected and used for RNA-seq and ATAC-seq.

### CRISPR-mediated E4bp4 deletion in RAW264.7 cells (E4BP4-KO RAW264.7)

Exon 2 of *E4bp4* gene was deleted in RAW264.7 cells by the CRISPR-Cas9 system. All gRNAs were designed using the CHOPCHOP web tool (https://chopchop.cbu.uib.no/). Our CRISPR plasmid vector was constructed by inserting two types of designed gRNA (gRNA-1: 5’-CTGGTAGGATCTAGGGGTGC-3’, gRNA-2: 5’-CTCGGCGTGTCGGAGAAAAC-3), Cas9 and puromycin resistance sequences into Lentivirus dual-gRNA vector by VectorBuilder (Kanagawa, Japan). The control plasmid encoded the Cas9 nuclease without the gRNA sequence. Plasmid vectors were transformed into Stellar Competent Cells (Takara Bio #636766) and then purified using the QIAfilter Plasmid Midi Kit (QIAGEN #12243). CRISPR plasmids were packaged in HEK 293TN cells via transfection with the envelope vector pCMV-VSV-G (a gift from Bob Weinberg via Addgene plasmid # 8454) and packaging vector pCMV delta R8.2 (a gift from Didier Trono via Addgene #12263) using Lipofectamine LTX and Plus Reagent (Thermo Fisher Scientific #15338-100). Viral supernatant was then harvested and concentrated using the Lenti-X Concentrator (Takara Bio). Lentiviral titer was measured with the Lenti-X qRT-PCR Titration Kit (Takara Bio #631231). Lentiviral transduction in RAW264.7 cells was performed with TransDux MAX Lentivirus Transduction Reagent (SBI #LV860A-1) at 200 MOI. Puromycin-resistant cells were selected, and then single cell cloning seeded into 96-well plate (non-treated) was performed using a FACSAria III Cell Sorter (BD Biosciences). Genotype was determined by PCR analysis of DNA extracted from clones grown in a 96-well plate. Stable cell lines were assayed for loss of *E4bp4* mRNA and protein.

### Polarization of RAW264.7 cells into M1 or M2 phenotype

RAW264.7 cells were plated at a density of 1 × 10^5^ cells/well (non-treated 24-well plate). 24 h　after incubation, RAW264.7 cells were polarized toward the M1 phenotype with 100 ng/ml LPS (Sigma-Aldrich) and 50 ng/ml IFN-γ (PeproTech), or toward the M2 phenotype with 10 ng/ml IL-4 (PeproTech), or received media alone as the M0 condition for 4 h under normal culture conditions. 4 h after stimulation, cells were washed with PBS and harvested for total RNA extraction.

### Western blotting

The nuclear proteins from RAW264.7 cells were extracted using NE-PER Nuclear and Cytoplasmic Extraction Reagents (Thermo Fisher Scientific #78833) according to the manufacturer’s instructions. Protein concentrations were determined by a Pierce BCA Protein Assay kit (Thermo Fisher Scientific #23325) according to the manufacturer’s instructions. In all, 35 µg of nuclear protein samples were separated by SDS-PAGE and transferred to PVDF membranes (GE Healthcare #10600023). The membranes were then incubated with antibodies. Antibodies against E4BP4 and Lamin B were purchased from MBL (#PM097, 1:1000) and Santa Cruz Biotechnology (#sc-6217, 1:1000), respectively. Protein signals were visualized using horseradish peroxidase-conjugated secondary antibodies (Jackson ImmunoResearch Laboratories #711-035-152, #115-035-003) and an enhanced chemiluminescence substrate kit (GE Healthcare #RPN2232).

### Cytokine measurements

The samples for cytokine measurements were obtained from culture medium. RAW264.7 cells were seeded in a 12-well plate at a concentration of 2 × 10^5^ cells/ml in 1.0 ml of medium per well. After incubating for 42 h, 200 µl of media were collected and centrifuged at 1500 rpm for 10 min at 4 °C. In total, 100 µl of supernatants were collected and stored immediately at −20 °C until analysis. The levels of cytokines and chemokines were determined using a fluorescent bead-based multiplex assay kit performed by GeneticLab CO., Ltd. (Hokkaido, Japan). Briefly, standards and samples were loaded into a 96-well plate, and then antibody-immobilized beads were added. Detection antibodies were added followed by analysis on a Luminex200 (Luminex Corporation). The data were reported as median fluorescent intensities (MFI). A standard curve was generated and then cytokine concentrations were calculated.

### Microbiome analysis

Mouse fecal samples were collected on day 0 (pre-treatment) and day 14 (recovery phase of colitis). Analysis of 16 S ribosomal RNA (16 S rRNA) from mouse fecal samples was performed by Bioengineering Lab, Co., Ltd. (Kanagawa, Japan). Briefly, DNA was extracted from mouse feces, and then a 2-step tailed PCR procedure was performed in order to construct libraries. Sequencing libraries were prepared by amplifying the V3/V4 region of the 16 S rRNA gene. Library pools were sequenced on the MiSeq platform using the 2 × 300 bp Illumina MiSeq v3 Reagent Kit. Raw sequence data was treated with a microbiome analysis package QIIME2.

### RNA isolation and real-time RT-PCR

Colon macrophages and spleen cells were added to microfuge tubes containing TRIzol LS and TRI Reagent, respectively (Thermo Fisher Scientific #10296010, #TR118) and frozen at −80 °C. Total RNA was extracted using a Direct-zol RNA Microprep Kit (ZYMO RESEARCH #R2060) according to the manufacturer’s instructions. Total RNA extraction from RAW264.7 cells was performed with a Quick-RNA Microprep Kit (ZYMO RESEARCH #R1051). cDNA was synthesized using PrimeScript RT Master Mix (Takara Bio #RR036A) according to the manufacturer’s instructions. The cDNA of the colon macrophages was amplified using SsoAdvanced PreAmp Supermix (Bio-Rad #1725160) according to the manufacturer’s instructions. Quantitative real-time PCR analysis was performed with PowerUp SYBR Green PCR Master Mix (Applied Biosystems #A25742) on the CFX384 Touch Real-Time PCR Detection System (Bio-Rad). The value of each cDNA was calculated using the ΔCt method and normalized to the value of the housekeeping gene, *Gapdh*. Supplementary Table 2 lists qPCR primers.

### Whole transcriptome analysis with RNA-sequencing (RNA-seq)

Following RNA extraction as described above, adequate RNA quality (RIN > 7) was confirmed with a Bioanalyzer (Agilent). mRNA was isolated and fragmented using a NEBNext Poly (A) mRNA magnet Isolation Module (New England BioLabs #E7490) from 200 ng total RNA of RAW264.7 cells, or 20 ng total RNA of colon macrophages on day 14 (recovery phase of colitis), or 100 ng total RNA of BMDMs. cDNA libraries for Illumina sequencing were prepared using a NEBNext Ultra II RNA Library Prep Kit and NEBNext Multiplex Oligos for Illumina (New England BioLabs #E7770, E7335, E7500) according to the manufacturer’s instructions. Briefly, first strand cDNA was synthesized using NEBNext Random Primers and NEBNext First Strand Synthesis Reaction Buffer. Second strand cDNA synthesis was performed with NEBNext Strand Synthesis Enzyme Mix. After adaptor ligation, PCR enrichment was performed to amplify cDNA fragments. Library qualities were assessed on a Bioanalyzer (Agilent). Libraries were sequenced on an Illumina NextSeq 550 instrument using 75 bp single-end reads to a depth of >10 million mapped reads. Raw sequencing reads were aligned to the mm10 reference genome using STAR version 2.7.5a^65^. To generate　high-confidence results for downstream analysis, we defined genes as substantially expressed when the mean TPM normalized counts >0.1. Differentially expressed RNAs were identified using DESeq2 version 1.12.4 (false discovery rate (FDR)-adjusted *P* value < 0.05)^66^. Gene Ontology (GO) pathway enrichment analysis was performed on differential genes by Metascape with a criterion of Minimal overlap ≥3, *P* value cutoff <0.01, and Minimal enrichment=1.5)^67^. Gene set enrichment analysis (GSEA) was performed with the GSEA online tool from the Broad Institute version 4.2.1, and results with FDR *P* value <0.25 were considered significant^68,69^. Transcription factor predictions were performed using TRRUST as implemented in Metascape^41^. Morpheus was used for heatmap visualization by giving the TPM values (https://software.broadinstitute.org/morpheus). The Integrative Genomics Viewer (IGV 2.7.0, Broad Institute) was used for the visual exploration of RNA-seq data.

### Chromatin immunoprecipitation-sequencing (ChIP-seq)

RAW264.7 cells (54 million) were fixed for 30 min with 2 mM disuccinimidyl glutarate and for 10 min with 1% formaldehyde. Nuclei were then isolated in buffer containing 1% SDS, 10 mM EDTA, 50 mM Tris-HCl pH 8.0, and protease inhibitors and sonicated using a Bioruptor (COSMO BIO) to shear chromatin to 200–1000 bp fragments. Protein-DNA complexes were incubated with two kinds of antibodies against E4BP4 (Santa Cruz Biotechnology #sc-28203 and Proteintech #11773-1-AP) and immunoprecipitated with IgG paramagnetic beads (Invitrogen # 11203D). Eluted chromatin was isolated using MinElute PCR Purification Kit (QIAGEN #28004). DNA libraries were prepared from input and ChIP DNA samples using a NEBNext Ultra II DNA Library Prep Kit for Illumina (New England BioLabs #E7645) according to the manufacturer’s instructions. The libraries were quantified by both a Bioanalyzer (Agilent) and NEBNext Library Quant Kit for Illumina (New England BioLabs #E7630). They were sequenced on an Illumina NextSeq 550 instrument using 75 bp single-end reads to a depth of >10 million mapped reads. Raw sequencing reads were aligned to the mm10 reference genome using bowtie2 software with default parameter. Peaks for individual replicates were identified for IP over input using the HOMER findPeaks command with setting -style factor. To identify consensus motifs for E4BP4, we scanned 200-bp windows surrounding transcription factor peaks using “findMotifsGenome.pl” with standard background (random genomic sequences sampled according to GC content of peak sequences). To generate the tag density histograms, tags were quantified using HOMER’s “annotatePeaks.pl” command with “-size 1000 -hist 5”. Peaks were annotated to nearest genes using “annotatePeaks.pl” and classified as occurring at the promoter (−1 kb to +100 bp from TSS), intragenic (coding exon, intronic, 3’UTR, 5’UTR, TTS, noncoding exon), or intergenic locations. Gene Ontology analysis of associated genes was performed by specifying “-go”. The “makeUCSCfile” command was used to generate IGV browser tracks.

### Single-cell RNA-sequencing

After extraction of the colon on day 14 (recovery phase of colitis), single-cell suspensions from colonic lamina propria were prepared as described above and stained with CD45-APC (BioLegend #103111, 1:100) and 7-AAD (BD Biosciences #5599251, 1:100). Live-CD45^+^ cells in colonic lamina propria were sorted using a FACSAria III Cell Sorter (BD Biosciences) and moved to single-cell RNA library preparation immediately. Approximately 10,000 single cells were loaded into each channel of a Chromium Controller (10x Genomics), and then encapsulated within droplets containing barcoded gel beads and reverse transcription reagents using Chromium Next GEM Single Cell 5’ Gel Bead Kit v1.1 (10x Genomics #1000167) according to the manufacturer’s instructions. Single-cell RNA libraries were constructed using Chromium Next GEM Single Cell 5’ Library Kit v1.1 (10x Genomics) according to the manufacturer’s instructions. The libraries were sequenced on an Illumina NovaSeq6000. Raw sequencing data was processed with Cell Ranger pipeline version 5.0.0 (10x Genomics). The processed single-cell RNA-seq data were analyzed using Seurat software version 4.0.

### Assay for transposase-accessible-chromatin sequencing (ATAC-seq)

Thirty thousand RAW264.7 cells each expressing E4BP4 or GFP with lentivirus were used in the experiment.　Each cell was subjected to tagmentation Reaction and Purification using an ATAC-Seq Kit Manual Kit (Active Motif #53150) according to the manufacturer’s instructions. Tagged DNA was amplified by 10 cycles of PCR with an index primer unique to each sample.　The libraries were quantified by a Bioanalyzer (Agilent). They were sequenced on an Illumina NextSeq 550 instrument using 75 bp pair-end reads to a depth of >10 million mapped reads. Raw sequencing reads were aligned to the mm10 reference genome using bowtie2 software with default parameter. Peaks for individual replicates were identified for E4BP4 over GFP using the HOMER “findPeaks” command with setting -style factor. To identify the consensus motif of the ATAC peak that appears in E4BP4 overexpression, we scanned 200-bp windows using “findMotifsGenome.pl”. Generation of histograms, gene ontology analysis, and generation of IGV browser tracks were performed in the same way as for the ChIP-seq experiments.

### Rescue experiment with BMDMs for DSS-induced colitis

BMDM for infusion was isolated from 6- to 8-week-old WT and M-E4BP4 mice. Nine WT male mice were prepared and divided into WT-BMDM infusion group (*n* = 4) and M-E4BP BMDM infusion group (*n* = 5), and were injected intravenously via the tail vein (1 × 10^6^ cells in 100 µL PBS) before (day 0) and after (day 7) DSS administration. Body weights and feces were evaluated on a daily basis during the DSS-induced acute colitis phase and subsequent recovery phase.

### Statistics and reproducibility

All measurements were taken on different samples. Statistical analysis was performed using Welch’s *t* test to compare experimental groups with the control group. A one-way ANOVA was used for comparison between three or more groups to establish whether there is a difference between them. A two-way ANOVA was used for comparison between the means of three or more independent groups that have been "split into two variables. Results were expressed as mean ± SD and *P* < 0.05 were considered to be statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

All data in this study are available from the lead contact upon request. Sequencing data have been deposited under GEO dataset accession number GSE183075 (RNA-seq of colon macrophage), GSE183076 (RNA-seq of E4BP4 knockout RAW264.7 cells), GSE233929 (RNA-seq of E4BP4 overexpression RAW264.7 cells), GSE183077 (M1-polarized RAW264.7 cells), GSE183078 (M2-polarized RAW264.7 cells), GSE183079 (ChIP-seq), GSE233928 (ATAC-seq), and GSE183529 (single cell RNA-seq). This study did not generate new code. The source data behind the graphs in the paper can be found in Supplementary Data 1. All the uncropped and unedited blot and gel images in this study are included within the Supplementary Fig. 6.

# Supplementary material for: E4BP4 in macrophages induces an anti-inflammatory phenotype that ameliorates the severity of colitis
**Source:** Commun Biol. 2024 May 7;7:527. doi: 10.1038/s42003-024-06099-4
**Supplement:** Supplementary file 2 — Supplementary Information

**Supplementary Table 1. # M2marker gene lists**

|         |               |               |           |         |
|---------|---------------|---------------|-----------|---------|
| Arg1    | C630043F03Rik | 6430531B16Rik | Amd2      | Timm8a1 |
| Cd207   | Slamf6        | Tmem158       | Rcn3      | Snhg5   |
| H2-Eb1  | Lrp4          | P2ry12        | Fgd1      | Ccl24   |
| Sertad4 | Smap2         | Fhad1         | Azin2     |         |
| Gnat3   | Gpr155        | Efnb1         | Ebf3      |         |
| Mrc1    | Lifr          | Ube2cbp       | Zfp808    |         |
| Olf110  | Bcar3         | Clcn5         | Gm20319   |         |
| H2-M5   | Plekha3       | Zbed5         | Hacd1     |         |
| Postn   | Fjx1          | Dmpk          | Ski       |         |
| Slc7a14 | Gm5150        | Hfe           | Mir8098   |         |
| Mir6990 | Wdfy2         | Usp2          | Slc5a6    |         |
| Egr2    | Rgcc          | Brwd1         | Pald1     |         |
| Hbegf   | Gpr183        | Skida1        | D5Ert605e |         |
| P2ry1   | Awat2         | Nkx6-2        | Pgm2l1    |         |
| Itgb3   | Slc46a3       | Sh2b2         | Timm9     |         |
| Abcd2   | Rasl11b       | Cntf          | Apoe      |         |
| Pxdc1   | Tgfb1         | Tanc2         | Zc3h8     |         |
| H2-Ab1  | Axin2         | Arl15         | Tfap4     |         |
| Myc     | Il10          | Tle1          | Arap2     |         |
| Mgl2    | Lpxn          | Dancr         | Fyn       |         |
| Clec7a  | Arhgap12      | Tgfbr1        | Gclc      |         |
| Eng     | Znf41-ps      | Angptl2       | Tbc1d16   |         |
| Klhl33  | Map2          | Pkp2          | Slc16a1   |         |
| Tlr8    | Slc29a2       | Inpp5a        | Igfbp7    |         |
| Fcrls   | Hpd1          | Clec10a       | Gnl3      |         |
| Lipn    | D4Ert617e     | Snhg4         | Ldlrad3   |         |
| Pparg   | Zfp932        | Slc18a1       | Pus7      |         |
| Flt1    | Cnr2          | Trmt61a       | Dhrs9     |         |
| Pim3    | Clec4a3       | Grhl1         | Smpd3     |         |
| Cdcp1   | Mir17hg       | Amd1          | Pla2g4c   |         |

**Supplementary Table 2.** List of qPCR primers in this study

|                                             | forward (5' to 3')     | reverse (5' to 3')    |
|---------------------------------------------|------------------------|-----------------------|
| <i>E4bp4</i>                                | GGAGCAGAACCACGATAACC   | TTCCCCAGTCTTCTTTCAGG  |
| <i>E4bp4</i><br>(for E4BP4-KO<br>RAW 264.7) | TGGATGAGAGGCTGAAGTCC   | CTGGGAGAAGAAAATGCCAC  |
| <i>Cd79a</i>                                | GCTGCTGCTATTCAGGAAACG  | AGGTTCAGGCCCTCATAGAGA |
| <i>Cd3e</i>                                 | AGGACGATGCCGAGAACATT   | CTCGTCACTGTCTAGAGGGC  |
| <i>Csf1r</i>                                | GACCTACCGTTGTACCGAGC   | AAGAGTGGGCCCGGATCTTTG |
| <i>S100a9</i>                               | AGCACAGTTGGCAACCTTTATG | AAGCTCAGCTGATTGTCCTGG |
| <i>Flt3</i>                                 | AGCACAGTTGGCAACCTTTATG | AAGCTCAGCTGATTGTCCTGG |
| <i>Itga2</i>                                | ATGGTGGGGACCTCACAAAC   | GCCATCGGTCACAACTACCA  |
| <i>Il4ra</i>                                | ACGTGGTACAACCACTTCCA   | GAACAGGCAAAACAACGGGA  |
| <i>Gapdh</i>                                | CCGCATCTTCTTGTGCAGTG   | ATGAAGGGGTCGTTGATGGC  |

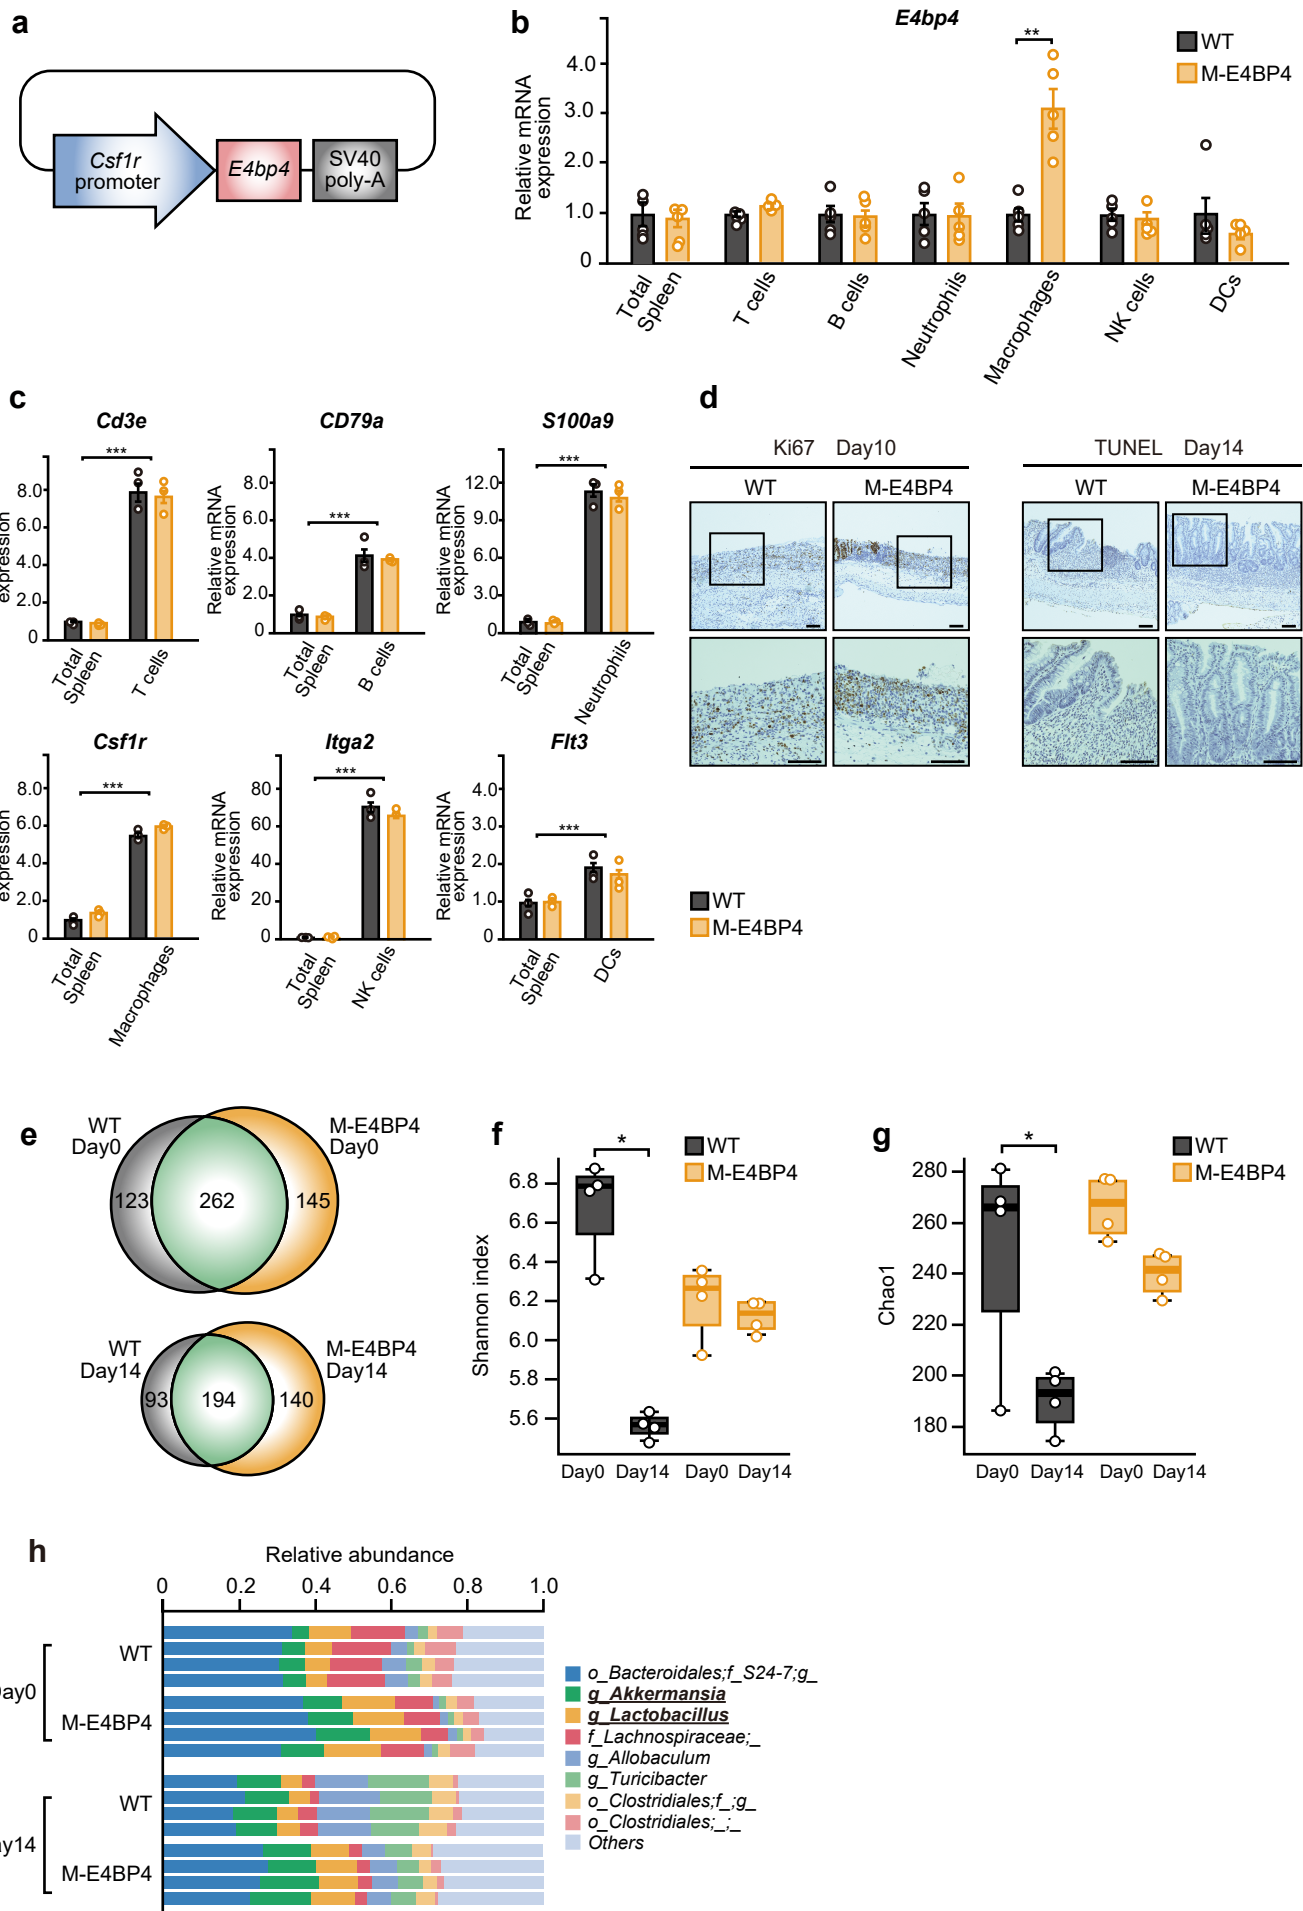

**Supplementary Fig. 1 Confirmation of E4BP4 overexpression in the M-E4BP4 mice and comparison of fecal microbial composition**

- (a) Schema of the *E4bp4* transgene construct designed to generate M-E4BP4 mouse.
- (b) *E4bp4* mRNA expression levels (n=5 in each group) in hematopoietic cells in splenic tissue. CD3, CD45R/B220, Ly6g/c, F4/80, CD49, and CD11c antibodies were used for the enrichment of T cells, B cells, neutrophils, macrophages, NK cells, and dendritic cells (DC), respectively.
- (c) Confirmation of cell-specific mRNA expression (n=3 in each group). Enrichment of T cells, B cells, neutrophils, macrophages, NK cells, and DC was confirmed by expression of *Cd3e*, *Cd79a*, *S100a9*, *Csf1r*, *Itga2*, and *Flt3* genes, respectively. Significant differences were compared by summing WT and TG data against the total for *Cd3e*, *Cd79a*, *S100a9*, *Csf1r*, *Itga2*, and *Flt3*.
- (d) Representative images of longitudinal colon sections with Ki67 staining on day 10 and TUNEL staining on day 14. Scale bars: 100  $\mu$ m.
- (e) Venn diagram of shared and independent bacterial operational taxonomic units (OTUs) on day 0 or day 14 in WT vs M-E4BP4 mice (n=4).
- (f) Comparison of Shannon index on day 0 vs day 14 in WT and day 0 vs day 14 in M-E4BP4 mice (n=4, respectively).
- (g) Comparison of Chao1 on day 0 vs day 14 in WT and day 0 vs day 14 in M-E4BP4 mice (n=4, respectively).
- (h) Relative abundances of 16S rRNA gene sequences according to their taxonomic classification.

All values are expressed as means, error bars reflect SD. Significance was determined by two-way repeated-measures ANOVA, followed by Tukey's post-test for Figure b, c, f, g (\*p < 0.05 \*\*p < 0.01, \*\*\*p < 0.001).

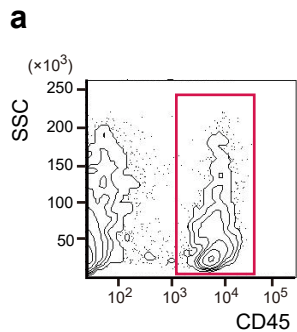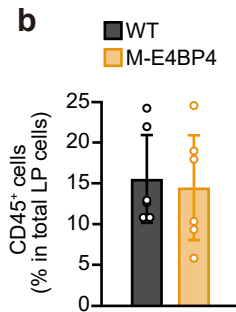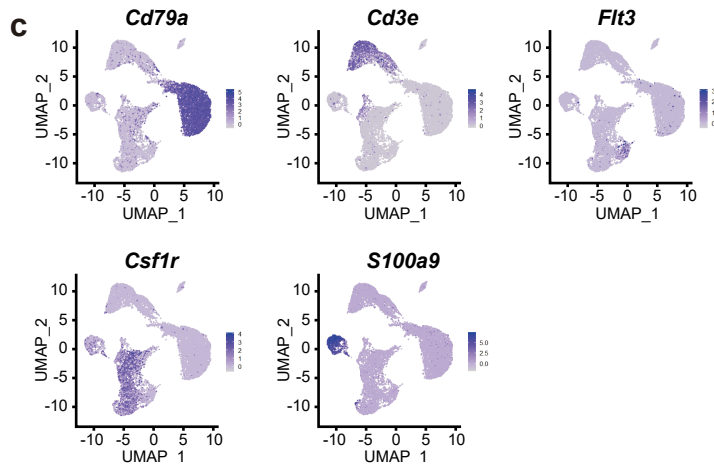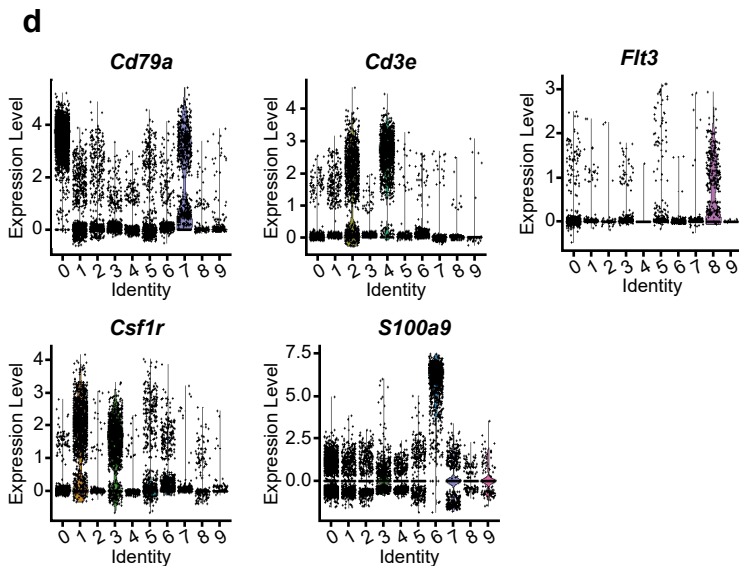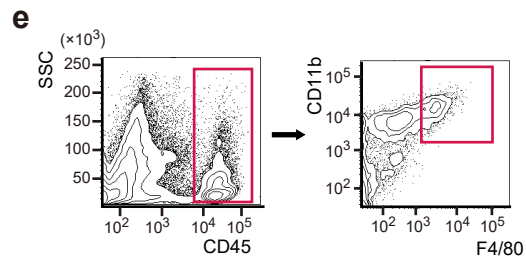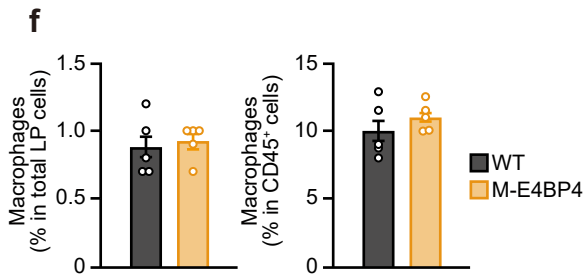

**Supplementary Fig. 2 Single-cell analysis and bulk RNA sequencing of colon lamina propria isolated from dextran sulfate sodium (DSS)-induced colitis mice, related to Figure 2**

- (a)** SSC and CD45 gating were used for isolating hematopoietic cells.
- (b)** Percentage of CD45<sup>+</sup> cells in total LP (lamina propria) cells in the flow cytometric analysis (n=6). Values are expressed as means, error bars reflect SD. Significance was determined by Welch's t-test.
- (c)** Five marker gene expression levels were overlaid on the UMAP plot. The expression levels are shown as log2(counts+1)-transformed values, and the gradient represents low (gray) to high values (purple). Each cluster was annotated using representative gene markers; *Cd79a* (B cells), *Cd3e* (T cells), *Csf1r* (macrophages), *S100a9* (neutrophils), *Flt3* (dendritic cells).
- (d)** Violin plots represent expression levels of five marker cytokine genes. Each cluster was annotated using representative gene markers; *Cd79a* (B cells), *Cd3e* (T cells), *Csf1r* (macrophages), *S100a9* (neutrophils), *Flt3* (dendritic cells).
- (e)** SSC and CD45 gating were used to select hematopoietic cells at day 14 (recovery phase). CD11b and F4/80 were used as macrophage markers.
- (f)** Percentage of colonic macrophages in total LP cells or CD45<sup>+</sup> cells in the flow cytometric analysis (n=5). Values are expressed as means, error bars reflect SD. Significance was determined by Welch's t-test.

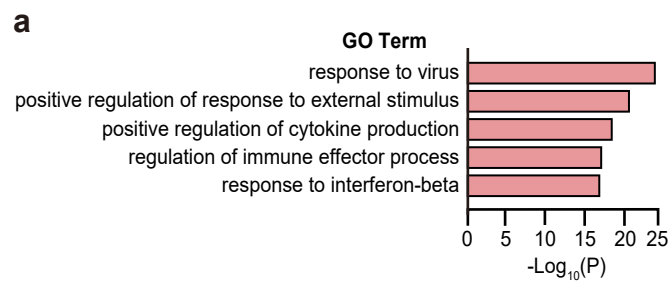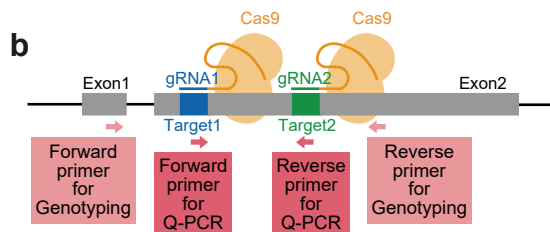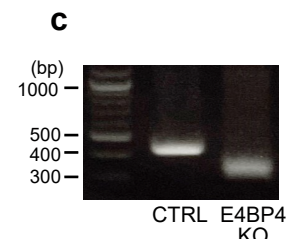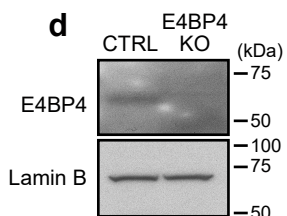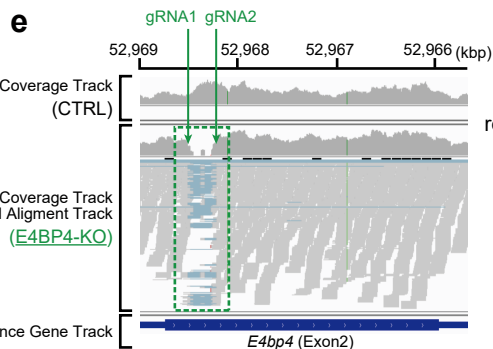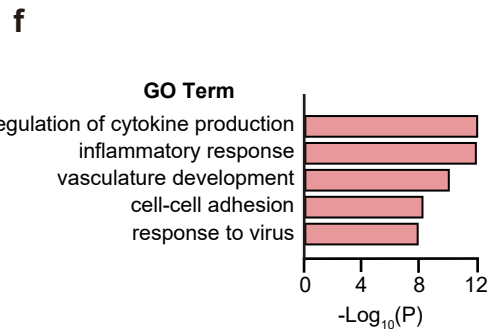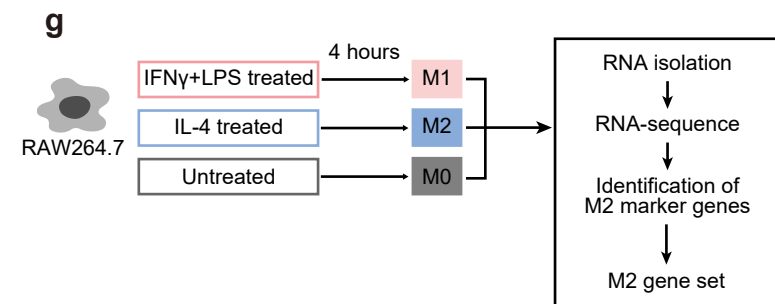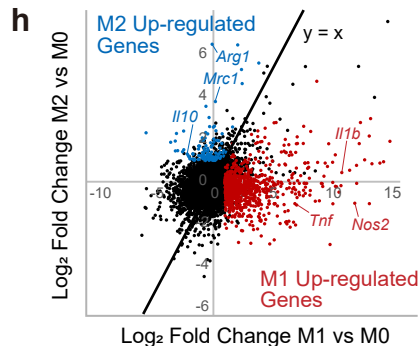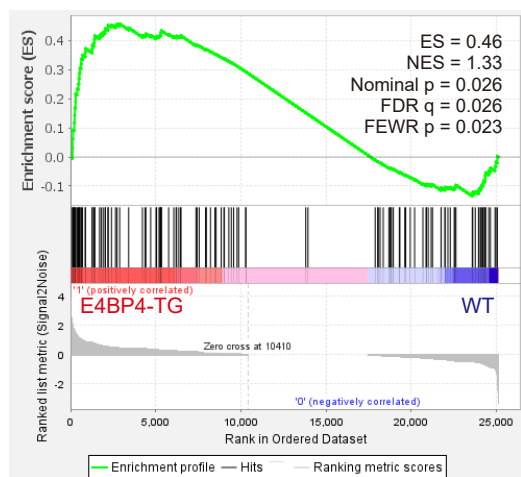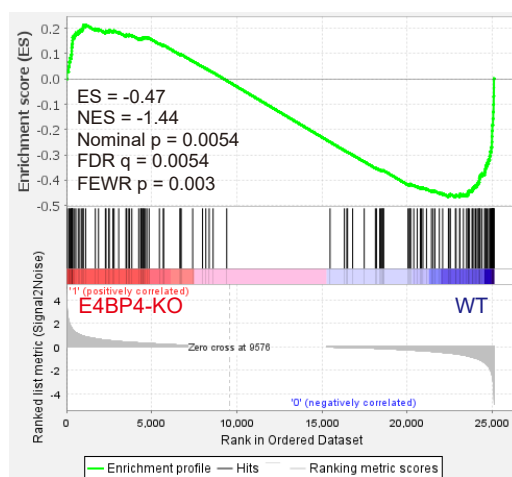

**Supplementary Fig. 3 Genome-wide analysis upon deletion or overexpression of E4BP4 in RAW264.7 cells, related to Figure 3**

- (a) Top 5 significantly enriched GO Biological Processes in differentially expressed genes described in Figure 3b.
- (b) Schema of the primer design for quantitative real-time PCR and genotyping, respectively.
- (c) PCR genotyping of DNA samples from RAW264.7 cells using the genotyping primer shown in Supplementary Figure 3b.
- (d) E4BP4 protein expression by Western blotting.
- (e) Genome alignments of exome sequence reads of Control (CTRL) and E4BP4 knockout (E4BP4-KO) RAW264.7 cells produced by the CRISPR method. The genomic regions targeted by the two gRNAs are labeled. The upperpart of each panel shows read coverage, and the lower part of E4BP4-KO shows read alignments (gray rectangles). Intra-exon deletions are highlighted by water blue lines.
- (f) Top 5 significantly enriched GO Biological Processes in obviously differentially expressed genes (absolute value of  $\text{Log}_2$  fold change  $> 1$ ).
- (g) Schematic procedure for the identification of M2 marker genes.
- (h) Comparison of differentially expressed genes of IFN $\gamma$  + LPS treated (M1) and IL-4 treated (M2) macrophages. Fold-change (FC) vs. FC plot of M1 vs. M0 on the x-axis and M2 vs. M0 on the y-axis highlighting M1 up-regulated genes in red, M2 up-regulated genes in blue, arrows indicate representative M1 or M2 genes.
- (i) Gene set enrichment analysis (GSEA) enrichment plots and heat maps of differentially expressed genes belonging to the M2 gene set associated with E4BP4 expression (WT vs E4BP4-TG).
- (j) GSEA enrichment plots and heat maps of differentially expressed genes belonging to the M2 gene set associated with E4BP4 expression (WT vs E4BP4-KO).

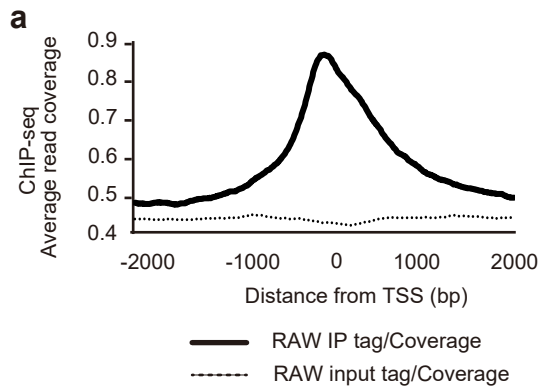

**b**

| Name  | Motif | p-value  |
|-------|-------|----------|
| E4BP4 |       | 1e-27462 |
| Atf4  |       | 1e-12087 |
| Atf1  |       | 1e-8889  |
| Atf7  |       | 1e-5659  |
| CEBP  |       | 1e-4105  |

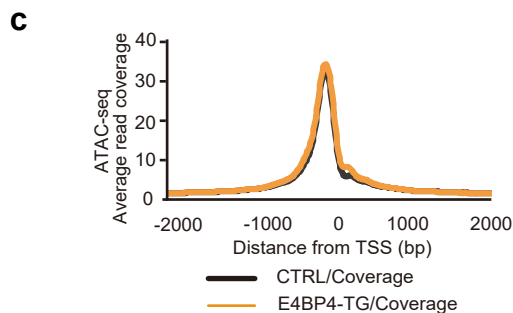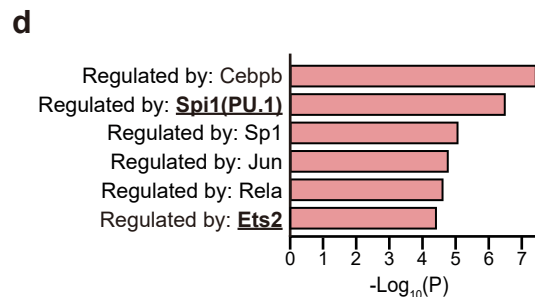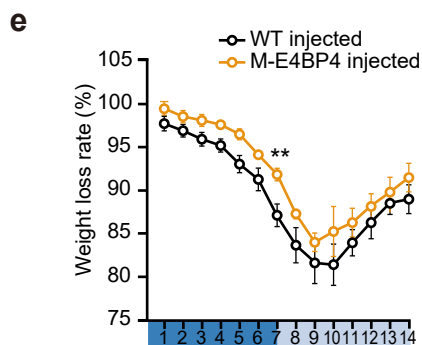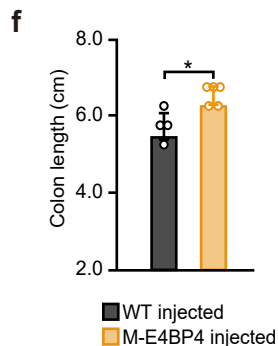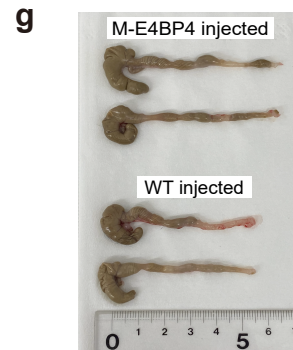

**Supplementary Fig. 4 ATAC-seq and ChIP-seq of RAW264.7 cells and therapeutic effect on DSS-induced colitis mice using E4BP4-expressing macrophages**

- (a) Histogram of E4BP4 ChIP peak tags in WT RAW264.7 cells.
- (b) Top five motifs enriched within E4BP4-ChIP peaks.
- (c) Histogram of ATAC peak tags in CTRL and E4BP4-TG RAW264.7 cells.
- (d) Transcription factor prediction analysis by TRRUST in upregulated genes in E4BP4-TG.
- (e) Daily time courses of body weight change.
- (f) Colon length on day 14 with and without 7 days' DSS treatment.
- (g) Representative images of colons removed on day 14 from mice infused with CTRL or E4BP4-TG bone marrow-derived macrophage (BMDM).

All values are expressed as means, error bars reflect SD. Significance was determined by two-way repeated-measures ANOVA, followed by Tukey's post for Supplementary Figure 3d, and Welch's t-test for Supplementary Figure 4e (\* $p < 0.05$ , \*\* $p < 0.01$ ).

**a**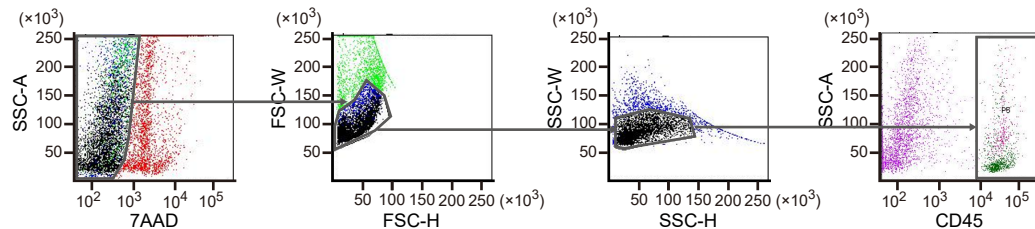**b**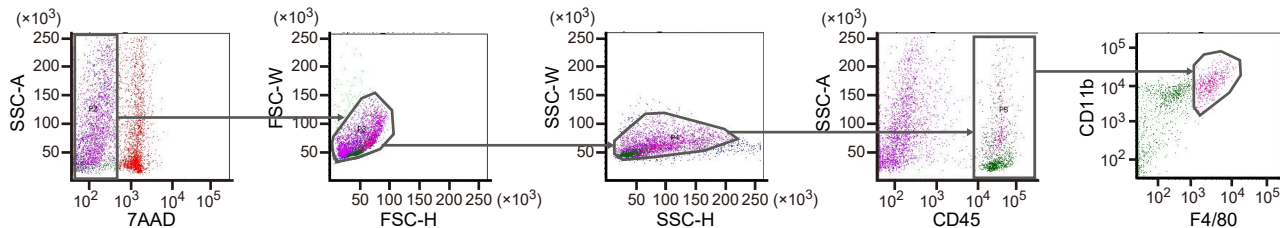

**Supplementary Fig. 5 Gating strategy used for flow cytometric analysis in colon lamina propria**

After excluding Aminoactinomycin D (7ADD)<sup>+</sup> dead cells, single cells were gated based on FSC-W/FSC-H and SCC-W/SCC-H. Hematopoietic cells were gated based on CD45 expression **(a)**. Macrophages were further gated on CD11b<sup>+</sup> and F4/80<sup>+</sup> **(b)**.

Uncropped and unedited gel image of Supplementary Figure 3c

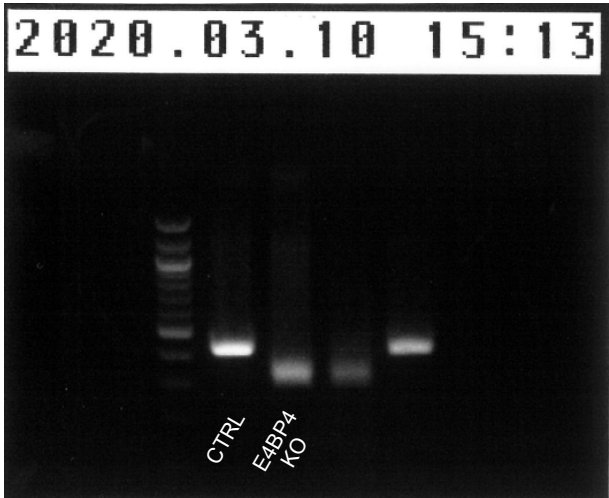

Uncropped and unedited blot image of Supplementary Figure 3d

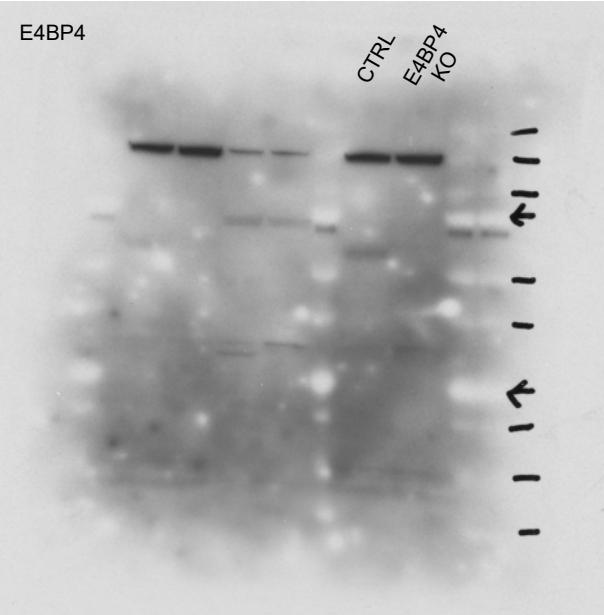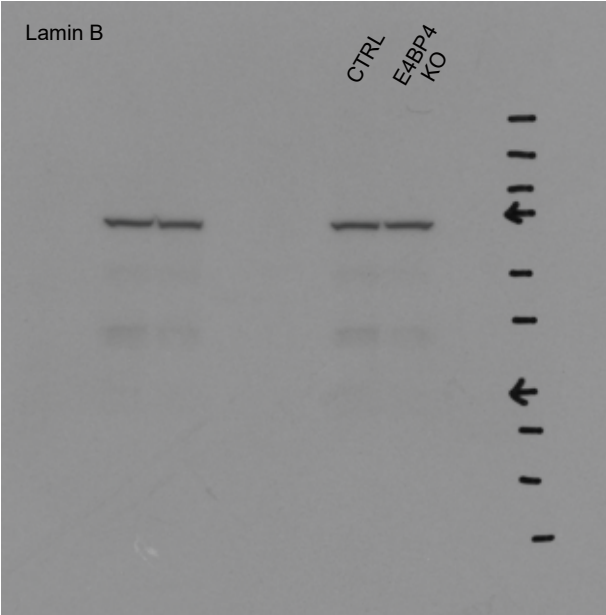

**Supplementary Fig. 6**    Uncropped and unedited gel image

How the deposited data were processed for this re-analysis (not part of the article)

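RNA-seq of RAW264.7 cells infected with lentivirus for E4BP4 (E4BP4-TG) or with control lentivirus (CTRL) was analysed, with 3 cultures per group collected under basal conditions. According to the paper's methods, the authors aligned the reads with STAR to mm10 and used DESeq2 for differential expression. According to the deposited tables, the authors counted the reads on gene exons with HOMER. The deposited values are transcripts per 1000000 (TPM) made by the authors with HOMER, with 1 RefSeq transcript per gene and no filter on low genes. The authors also deposited the length of each transcript in bases. Both deposited tables hold the same TPM values, the one named for count data included, and the 6 libraries sum to between 551499 and 554207 TPM over 25124 genes. The other experiments of the paper were not analysed here.

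The numbers of reads behind the TPM values were recovered from the TPM values and the lengths, because TPM times length was a whole multiple of one step per library. Of the values under 1000 reads, between 99.98% and 99.99% per library lay within 0.1 of a whole read. The recovered reads per library lay between 9277588 and 12539746, with a median of 12151993 in CTRL and 11848611 in E4BP4-TG. The floor, taken as 3 reads, was computed from these totals. It covers counting error only. The reads were used for depths, floors, comparisons of libraries, shares of gene lists and alternatives, and limma voom was also run on rounded TPM, only to test one explanation.

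Groups were compared with limma 3.58.1 in R 4.3.3 on log2(TPM + 0.1), with the prior variance following the mean (trend) and without a block. Genes with a mean TPM above 0.1 over the 6 libraries were tested, which left 13773 genes. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Lists of genes were tested with limma's camera at an inter-gene correlation of 0.01. Gene set enrichment followed the GSEA definition (signal-to-noise with the SD floored at 0.2 of the mean, weight 1, 10000 gene-set permutations) and was computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. A ratio of means was tested with a two-sided exact permutation test, which cannot give a p below 0.1 for 3 against 3.

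The comparisons, the TPM filter, the thresholds, the M2, interferon and clock lists and a first set of alternatives were chosen before the data were examined. That plan assumed raw counts and a count-based test, edgeR, which was not run. The deposited values are TPM, and of the tests for counts only limma voom was run on the reads recovered from them. The use of limma, the pseudocount of 0.1 and the variance trend were set after the data were examined, as were the pseudocounts of 1 and 0.01, the fit without the trend, median-ratio scaling of TPM, limma voom on recovered reads, a minimum of 10 recovered reads, a log2 fold change limit of 0.5 the rankings of the M2 set by limma and the M2 score among genes with at least 10 reads in every library. The alternatives of that plan that were run are no filter on low values, the replicate number as a block, a log2 fold change limit of 1, leaving out each library in turn, the ratio of medians for E4bp4, an estimated inter-gene correlation, and for the M2 set the TPM filter, respelled symbols, label permutation and an unweighted sum. The lists of liver genes and of genes induced by LPS and IFNγ were written after the data were examined. The replicate numbers that pair the libraries come from the sample labels.

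The genes named in the text are those named in the paper, the 5 with the largest rise and the 5 with the largest fall among called genes whose groups do not overlap, and up to 5 called members each way, by adjusted p, of the M2, interferon and clock lists. Cxcl9, Serpina1b, Ambp, Irf9 and Mx1 fall outside this rule and were chosen after their values were seen. Gene positions are those of mm10 in the deposited table, and exons, coding sequence and overlaps with other genes come from GENCODE vM21. The procedure was tested on simulated data with 3 libraries per group. Of 200 changed genes, 98.5% were called, 6.19% of the calls were on unchanged genes, and 9 genes were called where none was changed. Each changed gene was moved by 1 on the log2 scale, and genes with few reads were not changed. The genes called in the real data had median log2 fold changes of 0.38 (higher) and -0.25 (lower). The simulation therefore does not show how often changes of that size are found or falsely called. In the enrichment test a planted set had a permutation p of 0.0002, and 0 of 40 random sets had a p under 0.05. Correlations of deviations from group means were computed for same-numbered libraries.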

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

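The tests in this part were all chosen only after the results were seen. Cxcl9 and Nos2 were singled out by a signal in 1 library, at least 10 times that of each other library, on genes that the paper does not report for E4BP4-TG cells. In E4BP4-TG replicate 3, Cxcl9 reached 5.19 TPM (151 reads) and Nos2 12.5 TPM (474 reads). The highest values in the other 5 libraries were 0.243 TPM (7 reads) and 0.467 TPM (17 reads), and the highest CTRL values were 0.034 and 0.208 TPM. Of a list of 25 genes induced by LPS and IFNγ, 19 had 10 reads, and 16 of these were higher in E4BP4-TG replicate 3 than in each other library. Some of the listed genes had been seen to be high in this library before the list was written. The list held 577 reads per 1000000 in this library, 336 and 347 in E4BP4-TG replicates 1 and 2, and between 201 and 212 in the CTRL libraries. The depth of the library was 0.97 times that of the deepest other library, which goes against depth as the cause. RNA or reads from activated macrophages could give this pattern, and so could activation of this culture itself, and the 2 cannot be told apart. The vector does not account for it alone, as replicates 1 and 2 carry the same one.

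Mir7027, Mir6924 and Mir1198 were singled out because they had reads in all 3 E4BP4-TG libraries and none in CTRL, and the paper does not discuss them. They held 5, 3 and 3 recovered reads in all, so each of their log2 fold changes rests on 1 or 2 reads per library. They lie within the genes Ube3b, Acap1 and Gripap1. Of the 10 genes with the largest changes, 5 are features under 200 bases, and each of these 5 holds fewer than 10 reads over the 6 libraries. Of the 22 calls on features under 200 bases, 5 were on features with fewer than 10 reads. When 10 reads were required, 21 such features were called, 17 of them among the 22. With limma voom on the recovered reads, 7 short features passed the threshold. The requirement removes features with fewer reads in any case, and these counts do not show that few reads are the cause of the changes on short features. Whether the reads came from the microRNA precursors or their host transcripts was not tested, and no biological explanation was tested.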

How the results depend on the processing

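No test in this part was chosen after the result was seen, but the settings marked as added were. The number of called genes stayed within 1.5 times of 2949 in each setting except the limits on fold change. A log2 fold change limit of 1 left 175 genes, 148 higher and 27 lower, and the added limit of 0.5 left 564, 441 higher and 123 lower. Across the 6 fits that each left out one library, 2020 to 2383 genes were called, 854 to 999 higher and 1166 to 1423 lower, and only the lowest of these, without CTRL replicate 2, was more than 1.5 times from 1810. No filter on low values gave 2591 genes. Among the added settings, the numbers were 2912 with a pseudocount of 1, 2964 with 0.01, 2109 without the variance trend, 3675 with limma voom on recovered reads and 3105 with at least 10 reads. Median-ratio scaling (added) gave 2727 genes and moved the split from 38.6% higher and 61.4% lower to 54.6% and 45.4%, with the median log2 fold change of all genes moving from -0.05 to 0.00. With the replicate number as a block, 2491 genes passed, 2376 of them shared with the fit without it. The correlations of same-numbered cultures were 0.018, -0.001 and -0.011, so no pairing by number was seen across all tested genes. Counting error in genes with few reads pulls such correlations towards 0, so a shared effect is not excluded.

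The M2 enrichment score of 0.404 (permutation p = 0.0721) kept its sign in each setting, but its p crossed 0.05 in some. Among genes with a mean TPM above 0.1 it was 0.364 (permutation p = 0.0465) and unweighted 0.198 (permutation p = 0.000794). With one library left out it ranged from 0.353 to 0.436 (permutation p from 0.0305 to 0.264). With respelled symbols it was 0.409 (permutation p = 0.0569), and permuting the sample labels gave p = 0.3. Among genes with at least 10 recovered reads in every library (added) it was 0.391 (permutation p = 0.0271). The added rankings gave 0.323 by limma's moderated statistic, 0.325 by that statistic with the replicate block and 0.347 by log2 fold change (permutation p from 0.197 to 0.207). The cause was not tested.

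The E4bp4 ratio ranged from 18.4 to 19.9 over its alternatives. The interferon list kept its direction and its side of the threshold in each setting, with a mean log2 fold change from 0.97 to 1.08 and p from 2.03e-74 to 0.0055. The clock list kept its direction and stayed short of the threshold, with p from 0.109 to 0.552 and 0.239 with the replicate block.

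Of 71 named genes tested across the other settings, 49 stayed on the same side of the threshold in the same direction throughout. Of 987 pairs of gene and setting, 926 were unchanged, 28 weaker, 7 stronger and 26 reversed. The reversals fell on 9 genes, with values near 0 or driven by 1 library, and none of the reversed values was past the threshold. Apoe passed it in its own direction without CTRL replicate 2 (0.628, adjusted p = 0.00983 by limma), and its adjusted p lay between 0.00983 and 0.968 with one library left out. With median-ratio scaling the log2 fold change was 0.038 for Tnf, 0.025 for Cebpb, 0.021 for Atf2, 0.040 for Sp1 and 0.021 for Creb1, and the log2 fold change of Elf4 was 0.042. Without this scaling the values of these genes were -0.006, -0.019, -0.023, -0.004, -0.022 and -0.001, in the same order. The median of all genes moved alike, from -0.047 to -0.004, so these reversals follow a shift of all genes and not a change of these genes alone. With limma voom the log2 fold change was 0.009 for Tnf, 0.007 for Sp1 and 0.011 for Elf4. With a pseudocount of 0.01, the log2 fold change of Il6 was -0.083. With one library left out, it ranged from -0.154 to 0.077 for Tnf, -0.109 to 1.905 for Il1b, -0.047 to 0.018 for Cebpb, -0.049 to 0.045 for Sp1, -0.040 to 0.025 for Elf4, -0.084 to 0.628 for Apoe and -0.055 to 0.021 for Creb1. The cause of the reversals in the settings other than median-ratio scaling was not tested.

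Count-based alternatives of the first plan were not run on the recovered reads: DESeq2's Wald test, DESeq2's size factors, TMM or library size normalization, edgeR's filterByExpr, rankings by edgeR's F or log2 fold change, and a TMM-based ratio for E4bp4. Depth limits genes with few reads, as 1 read on a feature of 70 bases is worth between 1.4 and 1.87 TPM.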

Differences from the paper's values

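No test in this part was chosen after the result was seen, apart from the alternatives said to be added. The paper reports 708 differentially expressed genes, and 2949 were called here. None of the alternatives set before the data were examined closed the gap. They gave 2591 genes with no filter on low values, 2491 with the replicate block, 2020 to 2383 with one library left out and 175 with a log2 fold change limit of 1. Of the alternatives added after the values were seen, a log2 fold change limit of 0.5 gave 564 genes, within 1.5 times of the paper's number, and the others gave between 2109 and 3675. The paper's methods give an FDR limit for these data and the RNA-seq methods name no limit on fold change.

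The paper's number of genes higher in E4BP4-TG is about 520 in Fig. 3g, read by eye, and 1139 were called here. None of the alternatives set before the data were examined and then run closed the gap. They gave 148 with a log2 fold change limit of 1 and between 854 and 1027 otherwise. The limit of 0.5, chosen after the values were seen, gave 441. Fig. 3g does not show the genes lower in E4BP4-TG. Their number, derived from the paper's total and the value read by eye, is about 190, and 1810 were called here. The alternatives set before the data were examined and then run gave 27 with a log2 fold change limit of 1. Otherwise they gave between 1166 and 1564, and none closed the gap. The limit of 0.5, chosen after the values were seen, gave 123, which is also more than 1.5 times away. By these derived values the paper has more higher than lower genes. Here more genes were lower, except with median-ratio scaling and with both limits on fold change.

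The paper states a significant enrichment of the M2 set at its FDR limit, which the permutation p of 0.0721 also meets. That p is above 0.05, and the limit was not met without E4BP4-TG replicate 2 (permutation p = 0.264) and when the sample labels were permuted (p = 0.3).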

Other observations

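Of the tests in this part, those of liver genes, of limma voom on rounded TPM, of GC content and length, of median-ratio scaling for the interferon list and of genes with at least 10 reads for the M2 set were chosen only after the result was seen. The 6 libraries can be split into 3 and 3 in 10 ways, of which 4 part the same-numbered pairs as the real split does. Among these 4, only the real split gave as many called genes (1 of 4), and the other 3 gave 3 to 7. It also gave the largest interferon shift (1 of 4) and the largest clock shift (1 of 4), while 2 of 4 gave an M2 enrichment score as large. The other 6 splits, which part fewer pairs, gave at most 8 called genes, and 1 of the 6 matched the clock shift and 1 the M2 score. No such count can fall below a share of 0.1 among 10 splits, so these ranks alone cannot exclude a chance split. The real split gave 2949 called genes and the other splits gave 1 to 8. Each other split mixes CTRL and E4BP4-TG libraries, so a real difference widens the spread within its groups and lowers its count. The low counts of these splits therefore add nothing to the rank. Simulated data with no changed gene gave 9, with noise of a size set in the simulation. This value argues against noise of that size as the source of the 2949 calls. For the M2 score and the clock shift a chance split stays open, as other splits gave values as large. Of the genes tested, 5392 (39.1%) had groups that do not overlap, where 10% would by chance, and 2948 of the 2949 called genes were among them.

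The interferon list may reflect a response of the E4BP4-TG cells, and a few genes taking most of the counts was tested as a technical alternative. The 10 genes with the highest TPM held between 8.66% and 9.13% of the total in each of the 6 libraries, which goes against this alternative. After median-ratio scaling the mean log2 fold change of the list was 1.08, but this scaling moves all genes of a library alike and cannot change the shift of the list relative to other genes, so it adds nothing to that. For all 42 genes each E4BP4-TG library lay above each CTRL library. By chance 10% of genes would show no overlap, counting both directions. The CTRL cells were infected at the same MOI and for the same time. The control virus carried another insert, and a difference in the effective dose was not tested, so an effect of E4BP4 cannot be told apart from one of these.

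The unequal numbers of lower and higher genes could come from GC content and length bias. The larger Spearman rho across genes between the log2 fold change and either of these was -0.06, for length, and genes are not independent replicates. The value is small, but it would not change if all genes shifted alike, so it says little about the balance. The balance depended on the scaling, with 1489 higher and 1238 lower genes after median-ratio scaling.

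The M2 enrichment could rest on genes with few reads. Among genes with a mean TPM above 0.1 its permutation p was 0.0465, but this filter leaves in genes near the floor of 3 reads. Among genes with at least 10 recovered reads in every library, the score was 0.391 (permutation p = 0.0271), against 0.404 (permutation p = 0.0721) over all genes, so the score did not rest on genes with fewer reads.

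E4BP4 is described in the paper as a clock-output factor, and a hypothesis was that it lowers other clock-output genes. Of the 19 listed genes, 16 were tested. Their mean log2 fold change was -0.11 (limma's camera, p = 0.251, n = 16 genes), so the list as a whole showed no shift past the threshold. With one library left out, this mean lay between -0.148 and -0.061. Bhlhe41 (-0.38) and Clock (-0.31) were lower and 0 were higher, and 3 of the 16 had an unadjusted p under 0.05. Bhlhe41 passed the threshold in all 6 fits that left out one library, and Clock in 3 of them.

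To test whether a count method applied to TPM could explain the number of called genes, limma voom was run on TPM rounded to whole numbers. It called 2275 genes, against 3675 with limma voom on the recovered reads and the paper's 708. The use of TPM thus lowered the number for voom but not to the paper's, and voom is not the paper's tool.

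Liver transcripts were higher in CTRL replicates 1 and 2. Both liver lists together held 44.3 and 96.3 reads per 1000000 there, 6.3 in CTRL replicate 3 and 4.3, 6.85 and 5.1 in the E4BP4-TG libraries. A second list of 30 liver genes, whose values had not been looked at, had 21 genes with 10 reads, and 21 of 21 were higher in these 2 libraries than in each of the other 4. This is consistent with RNA or reads from liver in them. An effect of the E4BP4 vector would leave all 3 CTRL libraries high, but CTRL replicate 3 was 1.16 times the E4BP4-TG mean. Serpina1b, Gc, Cyp2e1 and Ambp were the 4 liver genes called lower in E4BP4-TG cells, and their fall may therefore not be an effect of E4BP4. Apoe reached 14.1 TPM in CTRL replicate 2, and Arg1, which is also a liver gene, had 7, 6 and 3 reads in CTRL replicates 1, 2 and 3 (log2 fold change -1.17, adjusted p = 0.0906 by limma).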
